# The Indispensable Role of Histone Methyltransferase *Po*Dot1 in Extracellular Glycoside Hydrolase Biosynthesis of *Penicillium oxalicum*

**DOI:** 10.3389/fmicb.2019.02566

**Published:** 2019-11-07

**Authors:** Yanan Li, Yueyan Hu, Kaili Zhao, Yunjun Pan, Yinbo Qu, Jian Zhao, Yuqi Qin

**Keywords:** *Penicillium oxalicum*, histone methyltransferase, Dot1, glycoside hydrolases, regulation

## Abstract

Histone methylation is associated with transcription regulation, but its role for glycoside hydrolase (GH) biosynthesis is still poorly understood. We identified the histone H3 lysine 79 (H3K79)-specific methyltransferase *Po*Dot1 in *Penicillium oxalicum*. *Po*Dot1 affects conidiation by regulating the transcription of key regulators (BrlA, FlbC, and StuA) of asexual development and is required in normal hyphae septum and branch formation by regulating the transcription of five septin-encoding genes, namely, *aspA*, *aspB*, *aspC*, *aspD*, and *aspE*. Tandem affinity purification/mass spectrometry showed that *Po*Dot1 has no direct interaction with transcription machinery, but it affects the expressions of extracellular GH genes extensively. The expression of genes (*amy15A*, *amy13A*, *cel7A/cbh1*, *cel61A*, *chi18A*, *cel3A/bgl1*, *xyn10A*, *cel7B/eg1*, *cel5B/eg2*, and *cel6A/cbh2*) that encode the top 10 GHs was remarkably downregulated by *Podot1* deletion (Δ*Podot1*). Consistent with the decrease in gene transcription level, the activities of amylases and cellulases were significantly decreased in Δ*Podot1* mutants in agar (solid) and fermentation (liquid) media. The repression of GH gene expressions caused by *Po*Dot1 deletion was not mediated by key transcription factors, such as AmyR, ClrB, CreA, and XlnR, but was accompanied by defects in global demethylated H3K79 (H3K79me2) and trimethylated H3K79 (H3K79me3). The impairment of H3K79me2 on specific GH gene loci was observed due to *Po*Dot1 deletion. The results implies that defects of H3K79 methylation is the key reason of the downregulated transcription level of GH-encoding genes and reveals the indispensable role of PoDot1 in extracellular GH biosynthesis.

## Introduction

*Penicillium* is a well-known fungi that plays important roles in biotechnology and in the medical and food industries (Arora, 2004). *P. oxalicum* has a high representation of extracellular proteins that are involved in plant cell wall degradation (Qu et al., 1991; Fang et al., 2010) and produces various glycoside hydrolases (GHs), including typical cellulases, hemicellulases, amylases, other carbohydrate-active enzymes, and cellulolytic enzyme-related regulators (Liu et al., 2013). These GHs and regulators are conserved in many other cellulolytic enzyme-producing filamentous fungi, such as *Trichoderma reesei* (Martinez et al., 2008), *Aspergillus* spp. (Florencio et al., 2016), and *Neurospora crassa* (Tian et al., 2009). *P. oxalicum* is a good system that can be used to elucidate the regulatory mechanism of gene expression of GHs.

Glycoside hydrolase production is tightly controlled at the transcriptional level (Lynd et al., 2008). Several conserved positive or negative transcriptional factors (TFs) have been characterized as key regulators, such as positive regulators encoded by *xyr1*/*xlnR* and *clr-2*/*clrB* (Mach-Aigner et al., 2008; Coradetti et al., 2012) and negative regulators encoded by *cre1*/*creA* and *amyR* (Li et al., 2015). In eukaryotes, TFs rarely activate or repress transcription through direct interaction with RNA polymerase. In many cases, they recruit nucleosome modifiers that alter chromatin in the vicinity of a promoter and help or interfere transcription initiation. Recently, reports revealed that the reorganization of local chromatin or modification of histones is involved in the regulation of cellulolytic enzyme gene expression (Mello-de-Sousa et al., 2015, 2016; Cao et al., 2019; Li et al., 2019). For example, substrate-induced transcriptional activation of the MoCel7C cellulase gene in the rice blast fungus *Magnaporthe oryzae* is associated with histone methylation H3 at lysine 4 (H3K4) (Vu et al., 2013).

Gene transcription is critically influenced by chromatin structure and modification status of histone tails in eukaryotic cells (Strauss and Reyes-Dominguez, 2011). Histone lysine methylation, an important epigenetic modification, plays an essential role in the recruitment of chromatin remodeling complexes or subunit of transcriptional machinery (Strauss and Reyes-Dominguez, 2011; Croken et al., 2012) and activates or represses transcription. In general, methylations of lysine 9 (K9) and 27 (K27) on histone H3 and lysine 20 (K20) on histone H4 are correlated with repressed transcription, whereas methylations of lysine 4 (K4), 36 (K36), and 79 (K79) on histone H3 are associated with active transcription (Yao and Cohen, 2002; Peters et al., 2003; Zhang et al., 2009; Gu et al., 2010). These histone lysine methylations are catalyzed by a group of histone lysine-specific methyltransferases (HKMTs), which are usually divided into two classes based on their catalytic domains (Nguyen and Zhang, 2011). One class contains the evolutionarily conserved Su(var)3-9, Enhancer-of-zeste, and Trithorax (SET) domains, such as Set1 and Set2 that perform H3K4 and H3K36 methylations, respectively (Binda, 2013). The other class does not contain the SET domain and consists of only an evolutionarily conserved protein named disruptor of telomeric silencing 1 (Dot1) and its homologs, which perform H3K79 methylation.

Dot1 was initially identified in *Saccharomyces cerevisiae*, and its deletion or overexpression confers defects in telomeric silencing (van Leeuwen et al., 2002; Takahashi et al., 2011; Farooq et al., 2016). Although studies on Dot1 and H3K79 methylation in filamentous fungi are rare, one report indicated the function of Dot1 in producing secondary metabolites aflatoxin in *Aspergillus flavus* (Liang et al., 2017). The result is understandable, because many secondary metabolic gene clusters, including the aflatoxin gene cluster, are near telomeres (Keller et al., 2005; Palmer and Keller, 2010). The putative protein methyltransferase LaeA is also a key regulator of secondary metabolism observed in many fungi. Its ortholog LAE1 controls cellulase gene expression in *T. reesei* (Seiboth et al., 2012). The indispensable role of LaeA in the production of extracellular cellulolytic enzymes and secondary metabolites in *P. oxalicum* was determined (Li et al., 2016; Zhang et al., 2016b). As the distribution of genes encoding plant cell wall-degrading enzymes in the *P. oxalicum* genome often occurred in clusters and was accompanied by secondary metabolic gene clusters near the telomeres of chromosomes (Liu et al., 2013; Zhang et al., 2016b), we aimed to determine whether cellulolytic enzymes in *P. oxalicum* were regulated by Dot1.

We identified the histone methyltransferase *Po*Dot1 in *P. oxalicum*. Characterization of the *Po*Dot1 deletion mutant showed its critical roles in normal fungal development and in the transcription regulation of multiple genes, especially in the regulation of extracellular GH production in *P. oxalicum*.

## Materials and Methods

### Fungal Strains and Culture Conditions

The *P. oxalicum* wild-type (WT) strain 114-2 (CGMCC 5302) was used as a progenitor for transformation experiments. The WT strain and transformants generated in this study were grown at 30°C on agar with 10% wheat bran juice for conidiation, or on Vogel’s minimal medium (50× Vogel’s salt: 125.0 g Na_3_Citrate.2H_2_O, 250.0 g KH_2_PO_4_, 100.0 g NH_4_NO_3_, 10.0 g MgSO_4_.7H_2_O, 5.0 g CaCl_2_.2H_2_O, 0.25 mg biotin, 0.25 g citric acid, 0.25 g ZnSO_4_.7H_2_O, 0.05 g Fe(NH_4_)_2_(SO_4_)_2_.6H_2_O, 12.5 mg CuSO_4_.5H_2_O, 2.5 mg MnSO_4_.H_2_O, 2.5 mg H_3_BO_3_, 2.5 mg Na_2_MoO_4_.2H_2_O, and 1 L of water) plus different carbon sources (2% glucose or 0.5% cellulose or 2% starch) for mycelial growth (Vogel, 1956).

### Phylogenetic Analysis and Domain Architecture Analysis

The amino acid sequences of Dot1 homologous proteins from different species were obtained from the NCBI^1^ database. The softwares Clustal X (Larkin et al., 2007) and MEGA 7.0 (Kumar et al., 2016) were used to construct multiple sequence alignments and construct phylogenetic trees with the neighbor-joining method. The SMART^2^ database (Schultz et al., 1998) and the Pfam^3^ database (Finn et al., 2016) were used for domain analysis of proteins. The domain architecture patterns were constructed in proportion to the corresponding protein sequences.

### Generation of *Po*Dot1-Related Mutants

The genome of the WT strain was used as the template to amplify 1718 base pair (bp) of upstream fragments and 1736 bp of downstream fragments of *Podot1* coding region, respectively. The plasmid pSilent 1 (Nakayashiki et al., 2005) was used as the template to amplify 1890 bp of selective marker gene *hygromycin B* (*hph*). The *Podot1* knockout cassette (4677 bp) was obtained by fusing the upstream fragments, *hph*, and the downstream fragments using double-joint PCR method (Yu et al., 2004). Then the cassette was introduced into the WT strain using PEG-mediated protoplast method developed by Li et al. (2010) to obtain the *Podot1* deletion strain (Δ*Podot1*).

The expression sequence (4219 bp) of *Podot1* including its native promoter (1646 bp), coding sequence (CDS) (1567 bp), and transcriptional terminator (1006 bp) was amplified from the genome of the WT. The marker gene *pyrithiamine hydrobromide* (*ptrA*) (2008 bp) was amplified from plasmid pME2892 (Kubodera et al., 2002). The *Podot1* recovery cassette (6134 bp) was obtained by fusing the marker gene *ptrA* and the expression sequence of *Podot1*. Then, the recovery cassette was introduced into the Δ*Podot1* to obtain the recovery strain (Re*Podot1*).

The *glyceraldehyde-3-phosphate dehydrogenase* (*gpdA*) promoter (1314 bp) was amplified from plasmid pAN7-1 (Itoh and Scott, 1997). The CDS plus terminator (2857 bp) of *Podot1* were amplified from the genome of the WT strain. The marker gene *hph* (1890 bp) was amplified from plasmid pSilent 1. The *Podot1* overexpression cassette (5824 bp) was obtained by fusing promoter *gpdA*, CDS plus terminator of *Podot1*, and marker gene *hph*. Then, the overexpression cassette was introduced into the WT strain to obtain the overexpression strain (OE*Podot1*).

For subcellular localization observation of *Po*Dot1, the *Podot1*-*GFP* fusion cassette was constructed, which including the promoter region and CDS of *Podot1* (1698 bp), the CDS of *GFP* (720 bp), the marker gene *pyrG* (1398 bp), and the terminator of *Podot1* (1535 bp). Then the cassette was introduced into the uracil auxotrophic *P. oxalicum* strain M12 (Qin et al., 2013b) to replace native *Po*Dot1 and obtain *Podot1*-*GFP* fusion strain (*Po*Dot1-GFP).

For tandem affinity purification of *Po*Dot1, the *Podot1*-*HA-FLAG* fusion cassette was constructed, which including the promoter region and CDS of *Podot1*, the CDS of *HA-FLAG* tags, the marker gene *hph*, and the terminator of *Podot1*. Then the cassette was introduced into the WT strain to replace native *Po*Dot1 and obtain *Podot1*-*HA-FLAG*-labeled strain (*Po*Dot1-TAP).

All mutants were verified by diagnostic PCR and Southern blot. For Southern blot, the genomes of the transformants were fully digested by applicable restriction enzymes. The DNA fragments were separated by 0.75% agarose gel electrophoresis, and were transferred to a Hybond-N^+^ nylon membrane (GE Healthcare, United States). The desired DNA probe was amplified and subjected to Southern blot according to the instructions of DIG-High Prime DNA labeling and detection starter kit (Roche, Switzerland). The primers used for PCR amplification were shown in Supplementary Table S1. The strategies and results of Southern blot were shown in Supplementary Image S1.

### Phenotypic Analysis of *P. oxalicum* Strains

For observation of colony morphology, 1 μL of fresh spore suspension (1 × 10^7^ spores/mL) was spotted on potato dextrose agar (PDA) or Vogel’s agar with 2% glucose as carbon source, and then, was cultivated at 30°C for 5 days. The colony diameters were measured. For spore count, 120 μL of fresh spore suspension (1 × 10^7^ spores/mL) was spread evenly onto glucose agar plates. After cultivated at 30°C for 5 days, 5-mm diameter agars were taken from each plate, and spores on which were washed with 2 mL of physiological saline by vortexing. Then the spores were counted using a blood cell counting plate. For microscopic observation of hyphae and conidiation, the mycelial samples were stained with lactophenol cotton blue reagent (0.05 g cotton blue, 20.0 g phenol crystals, 40.0 mL glycerol, 20.0 mL lactic acid, and 20.0 mL distilled water) for 5 h. The mycelium and conidia at different growth stages were observed under a Nikon phase contrast microscope. For observation of septa and hyphal branching, 50 hyphal elements were randomly selected and observed using the Nikon Eclipse 80i microscope with a 40× objective. The distance between the septa was measured from digitalized photographs at 400× magnification using NIS-Elements AR 3.1 software. Hyphal growth unit length (*L*_*hgu*_) was calculated according to method described by Wiebe and Trinci (1991). The biomass under the condition of glucose carbon source was determined by the dry weight method (Yao et al., 2015). The biomass under the condition of cellulose carbon source was reflected by the intracellular protein content (Zhang et al., 2016a). Three replicates were included for each strain sample.

### Subcellular Localization Observation

Hyphae of *Po*Dot1-GFP strain were observed under a high sensitivity laser scanning confocal microscope (ZEISS LSM780) (Carl Zeiss, Germany). The nuclei were stained in the dark for 15 min by Hoechest 33342 (Sigma, United States). The green fluorescence of *Po*Dot1-GFP was observed by excitation light at 488 nm, and the blue nuclei stained with Hoechest 33342 were observed with excitation light at 405 nm. The subcellular localization of *Po*Dot1 was determined by comparing whether green fluorescence and blue fluorescence overlap.

### Real-Time Quantitative PCR

Fresh spores (1 × 10^7^ spores/mL) were precultured in Vogel’s medium with 2% glucose at 30°C for 22 h. Equal mycelia was collected through vacuum filtration and was then transferred to fermentation medium (0.3 g/50 mL) with 2% glucose or with 1% cellulose plus 1% wheat bran as carbon sources. Fresh mycelia after 24 h of cultivation (30°C, 200 rpm) in glucose or cellulose medium were harvested and fully ground in liquid nitrogen. Total RNA was extracted with RNAiso Plus reagent (Takara, Japan). Genomic DNA removal and cDNA synthesis were performed using PrimeScript^TM^ RT reagent Kit With gDNA Eraser (Takara, Japan). The obtained cDNA was used as the template for quantitative PCR using LightCycler^®^ 480 (Roche, United States) with SYBR Premix Ex Taq^TM^ (Takara, Japan). The primers used were listed in Supplementary Table S1. For each sample, three replicates were conducted. Gene expression copy numbers were calculated using the standard curves constructed for each gene, and the data were then normalized with the expression levels of the *actin* gene.

### Gene Expression Profiling and Data Analysis

Strains were cultivated as previous described in the section “Real-Time Quantitative PCR.” Fresh mycelia of WT (three biological replicates) and Δ*Podot1* (three biological replicates) were harvested and ground in liquid nitrogen after 24 h of cultivation in glucose or cellulose medium. Total RNA was extracted with RNAiso Plus reagent (Takara, Japan), and was incubated with 10 U DNase I (Takara, Japan) at 37°C for 30 min to remove genomic DNA. The quality of mRNA sample was assayed [OD260/OD280: 1.8–2.2; OD260/OD230: >1.5; RNA integrity number (RIN): >8.0] before subsequent library construction. Expression profiling based on BGISEQ-500 RNA-Seq was performed by the Beijing Genomics Institute (BGI, Shenzhen, China). Saturation analysis of each sample was performed to determine their availability for omics analysis. Sequenced reads were mapped against reference genome using HISAT (Kim et al., 2015) and mapped against predicted transcripts using Bowtie2 (Langmead et al., 2019). The filtered clean reads for each gene were normalized to fragments per kilobase transcriptome per million mapped reads (FPKM) for differential expression analysis. Significantly different expression between samples were identified through a significance test with combined thresholds (fold change ≥ 2, diverge probability ≥ 0.8) (Audic and Claverie, 1997). GO database^4^ and Blast2GO^5^ were used for GO annotation and function enrichment analysis with threshold at FDR ≤ 0.05 (Conesa et al., 2005). Genesis software was used for Cluster analysis (Sturn et al., 2002).

### Extracellular Glycoside Hydrolase Activity Assay

Strains were precultured and transferred to fermentation medium with 1% cellulose plus 1% wheat bran as carbon sources as the methods described in the section “Real-Time Quantitative PCR.” Fermentation supernatants of different strains at different time points were obtained to determine the extracellular GH activity. Five types of enzyme activities were assayed by the methods described by Li et al. (2015) and Yao et al. (2015).

For the assay of amylase activity, 1.5 mL of 1% starch (Sigma–Aldrich, United States) (1 g dissolved in 100 mL HAc-NaAc buffer) was used as substrate. The substrate mixed with 0.5 mL of diluted culture supernatants in a 25 mL colorimetric tube. Then, the mixture was incubated in a 50°C water bath for 10 min. Three milliliters of 3,5-dinitrosalicylic acid (DNS) reagent (10 g DNS, 20 g sodium hydroxide, 200 g sodium potassium tartrate, 2.0 g redistilled phenol, and 0.50 g sodium sulfite anhydrous per 1000 mL DNS reagent) was then added to stop enzymatic reaction. The tubes were placed in boiling water for 10 min. Finally, 20 mL of distilled water was added and mixed, and the absorbance of the reaction mixture was measured at 540 nm to determine enzyme activities. The same DNS method was used for the assay of filter paper activity (FPA) and endoglucanase (CMCase) activity, with 50 ± 1 mg Whatman No. 1 filter paper and 1% carboxymethylcellulose sodium salt (CMC-Na) (Sigma–Aldrich, United States) as substrates, respectively, and with the enzymatic hydrolysis time at 50°C of 60 and 30 min, respectively.

For the assay of cellobiohydrolase (pNPCase) and extracellular β-glucosidase (pNPGase) activity, 1 mg/mL pNPC and 1 mg/mL pNPG (Sigma–Aldrich, United States) were used as substrates, respectively. Briefly, 100 μL of diluted culture supernatants and 50 μL of substrates were mixed and incubated at 50°C for 30 min. 150 μL of 10% Na_2_CO_3_ (w/v) was then added to terminate the reaction, and the absorbance of the reaction mixture was measured at 420 nm to determine the enzyme activities.

Cellulolytic enzyme activities were normalized to the ratio of corresponding biomass. The concentration of intracellular protein was determined to indicate the biomass. The normalized cellulolytic enzyme activities (IU/mg) represented the enzyme activity produced by the mycelium corresponding to 1 mg intracellular protein. One enzyme activity unit was defined as the amount of enzyme required for producing 1 μmol glucose or pNP per minute under the assayed conditions. Three biological triplicates were performed for all enzyme analysis. The mean values and standard deviations were calculated.

### Western Blotting Analysis

Strains were precultured and transferred to fermentation medium with 1% cellulose plus 1% wheat bran as carbon sources as the methods described in the section “Real-Time Quantitative PCR.” Fresh mycelia after 24 h of cultivation were harvested and fully ground in liquid nitrogen for total protein extraction. 0.2 g mycelia was mixed with 0.5 mL extraction buffer [50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1% NP-40, 1 mM Phenylmethanesulfonyl fluoride (PMSF), 0.1% protease inhibitor cocktail (Sigma, United States)] in an ice bath for 30 min and centrifugated at 12,000 rpm at 4°C for 10 min to collect supernatant. Equal amounts of total protein were separated by SDS polyacrylamide gel electrophoresis (SDS-PAGE) on a 15% gel and were transferred to nitrocellulose membrane (Pall Corp., Ann Arbor, MI, United States) using a Bio-Rad electroblotting apparatus. Anti-H3K79me2 antibody (ab3594, Abcam, United Kingdom) and anti-H3K79me3 antibody (OM256861, OmnimAbs, United States) were employed to detect H3K79 methylation. Anti-histone H3 antibody (OM256785, OmnimAbs, United States) was used as loading control. ECL chemiluminescence solution (freshly made) was used to image the target protein strips. The signal strength of Western blot band was further quantified by the software ImageJ.

### ChIP-qPCR Analysis

Chromatin immunoprecipitation (ChIP) assays were performed as previously described (Reyes-Dominguez et al., 2010; Chujo and Scott, 2014) with modifications. Briefly, the hyphae cultivated in liquid fermentation medium were cross-linked with 1% formaldehyde for 10 min, followed by mixing with 125 mM glycine for 5 min to stop the fixation. Collected hyphae were ground in liquid nitrogen and lysed in lysis buffer (50 mM HEPES pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.5% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM PMSF, 0.1% protease inhibitor cocktail), and followed by centrifugation to obtain chromatin. The chromatin was broken into fragments of approximately 500 bp by sonication at 35% power output. Immunoprecipitation (IP) was performed with anti-H3K79me2 antibody (ab3594, Abcam, United Kingdom) and protein A/G magnetic beads (Thermo Fisher Scientific, MA, United States) with equal amounts of extracted chromatin (1 mg). The obtained IP products and 0.1 mg input chromatin DNA (without IP) of each sample were subjected to RNase digestion to remove RNA, as well as high heat and proteinase K digestion to reverse crosslinks. Then IP DNA and input DNA were purified using phenol extraction and ethanol precipitation. Quantitative PCR was finally performed by using LightCycler^®^ 480 (Roche, Indianapolis, IN, United States). Primers used here were shown in Supplementary Table S1. The relative enrichment of IP DNA was calculated by the Input% method as follows (where Ct = the number of qPCR cycles required to reach the threshold):

ChIP efficiency = 2^–Δ^ ^*Ct*^ × 100%
ΔCt = Ct_*IP*_ − (Ct_*Input*_ − log_2_10)

Three biological triplicates were performed for all strain samples.

### Statistical Analysis

The statistical significance tests were performed with a one-tailed homoscedastic (equal variance) *t*-test. The mean values, standard deviations, and *P*-values were calculated in all quantitative analysis. *P*-values ≤ 0.05 were considered statistically significant.

### Tandem Affinity Purification–Mass Spectrometry

The experiment of tandem affinity purification–mass spectrometry (TAP–MS) was performed according to the methods of Puig et al. (2001). The WT strain, *Po*Dot1-TAP, and positive control strain were cultured in fermentation medium with 1% cellulose plus 1% wheat bran as carbon sources at 30°C, 200 rpm for 60 h. About 40 g of mycelium for each sample was collected by vacuum filtration and liquid nitrogen grinding. Then, via the tandem affinity purification by Ezview^TM^ Red ANTI-FLAG M2 Affinity resin (Sigma–Aldrich, United States) and ANTI-HA resin (Sigma–Aldrich, United States), the eluent containing *Po*Dot1 and interacted proteins was obtained. The two-step eluent was analyzed by silver staining of SDS-PAGE, Western blot, and mass spectrometry to determine the presence of the bait protein *Po*Dot1 and interacted proteins of *Po*Dot1. The mass spectrometry data were analyzed using the MASCOT engine (Matrix Science, United Kingdom; Version 2.2) for a non-redundant international protein index from the European Bioinformatics Institute. Three biological repeats were set for each strain. Proteins that were unique to *Po*Dot1-TAP eluent and with unique pep count ≥ 3 were selected for further bioinformatics analysis.

### Accession Numbers

The Whole Genome Shotgun projects were deposited in DDBJ/EMBL/GenBank under the accession number AGIH00000000. The raw data of expression profiling were deposited in NCBI’s Gene Expression Omnibus (GEO) database under the accession number GSE136585.

## Results

### Identification of H3K79-Specific Histone Methyltransferase Dot1 in *P. oxalicum*

We performed BLASTp using the sequence of *S. cerevisiae* Dot1p as a query to find Dot1 in *P. oxalicum*. PDE_07484 (GenBank EPS32524.1), a single ortholog, was identified within the *P. oxalicum* genome and named as *Po*Dot1. It is a 501-amino acid protein that shares 37% identity with *S. cerevisiae* Dot1p (van Leeuwen et al., 2002), 73% identity with Dot1 orthologs in *A. flavus* (Liang et al., 2017), and 35% identity with human Dot1L (Kim et al., 2012; Figure 1A). Subsequently, the domain architectures of several Dot1 orthologs from different organisms were analyzed. The DOT1 domain, an evolutionarily conserved core structure, existed in all these orthologs. The DOT1 domain of *Po*Dot1 is 204-amino acid long and is located at the C terminus of the protein sequence like that of *S. cerevisiae* Dot1p and *A*. *flavus* Dot1, whereas human DOT1 domain is located at the N terminus of the protein sequence (Figure 1B). An AT_hook domain which is 13-amino acid long exists only in human Dot1L protein. In other important cellulolytic enzyme-producing fungi, such as *A. niger*, *T. reesei*, and *N. crassa*, we also observed putative Dot1 proteins (Figures 1A,B), but reports on their biological functions are lacking.

**FIGURE 1:**
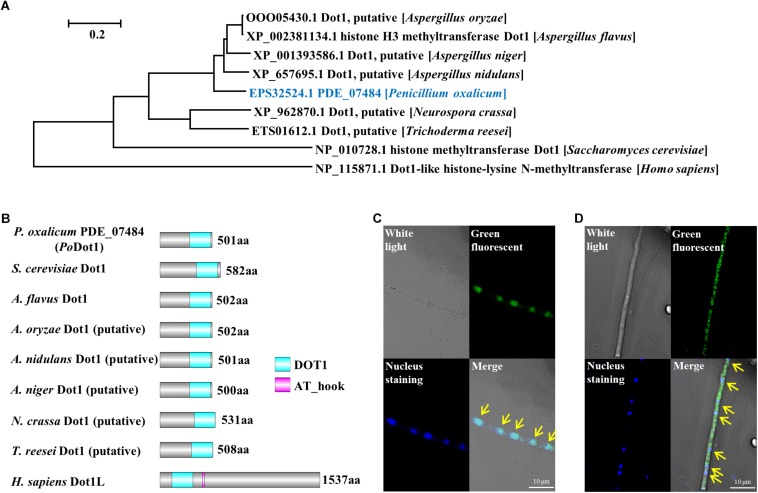
Identification of histone methyltransferase *Po*Dot1 in *P. oxalicum*. **(A)** Phylogenetic analysis of *Po*Dot1 orthologs. **(B)** The domain architecture analysis of *Po*Dot1 orthologs. The maps were constructed with equal proportions of the respective sequences. A diagram of domains of Dot1 orthologs: DOT1 and AT_hook domains. **(C,D)** Subcellular localization of *Po*Dot1. Upper left, white light; upper right, green fluorescence (green dots); bottom left, nuclear staining (blue dots); bottom right, merged. Yellow arrows indicate the location that showed the overlap of green fluorescence and nuclear staining on the merged image.

*Podot1* CDS was fused with *GFP* and introduced into *P. oxalicum* to replace native *Po*Dot1 (*Po*Dot1-GFP) to verify the subcellular localization of *Po*Dot1. According to the results of diagnostic PCR, the coding region and the terminator region of *Podot1* on the constructed expression cassette were homologously double-exchanged with the corresponding regions in the genome of original strain, respectively (Supplementary Image S2). This confirmed the integrity of the expression cassette and replacement of the native *Podot1* with the *Podot1-GFP*. For the subcellular localization observation of *Po*Dot1-GFP, all the *P. oxalicum* strains (including the parent strain and the PCR verified transformant *Po*Dot1-GFP) were cultivated in glucose agar media for 24 h to obtain samples for microscopy analysis. In *Po*Dot1-GFP, green fluorescence (Figure 1C, upper right) and nuclear staining (Figure 1C, bottom left) were observed. An overlap of green fluorescence and nuclear staining was observed on the merged image in the majority of hyphae (Figure 1C, bottom right, yellow arrows), thereby indicating that *Po*Dot1 is predominantly localized in the nucleus. Meanwhile, in a minority of the hyphae, GFP signal is present in the nucleus and in the cytoplasm (Figure 1D). This result was somewhat unexpected, because studies on the function of DOT1 in the cytoplasm are lacking.

### *Po*Dot1 Affects Conidiation by Regulating the Transcription of Key Regulators of Asexual Development

Classical genetic mutant strains were constructed to explore the biological effects of *Po*Dot1. Phenotypic analyses showed that *Podot1* deletion leads to asexual developmental defects. When strains were cultivated on glucose agar or PDA, the Δ*Podot1* colony wrinkled with light-green spores in the center, which was different from the dark-green colony of WT (Figure 2A). After 5 days of cultivation on glucose agar, the respective colony diameter and spore yield of the Δ*Podot1* mutant were 73.3 and 9.3% of that of WT (Figures 2B,C). The results of cover slip culture and lactophenol cotton blue staining showed the delayed initiation of conidiation due to *Po*Dot1 deletion. After 16 h of cultivation, WT started producing premature conidia. Mature conidia that have characteristic brush-like structures were formed after 22 h. For Δ*Podot1*, the initiation of asexual development did not begin until 28 h, when an abnormal structure bearing an “abacus” spore and with no brush-like structure (Figure 2D) was formed.

**FIGURE 2:**
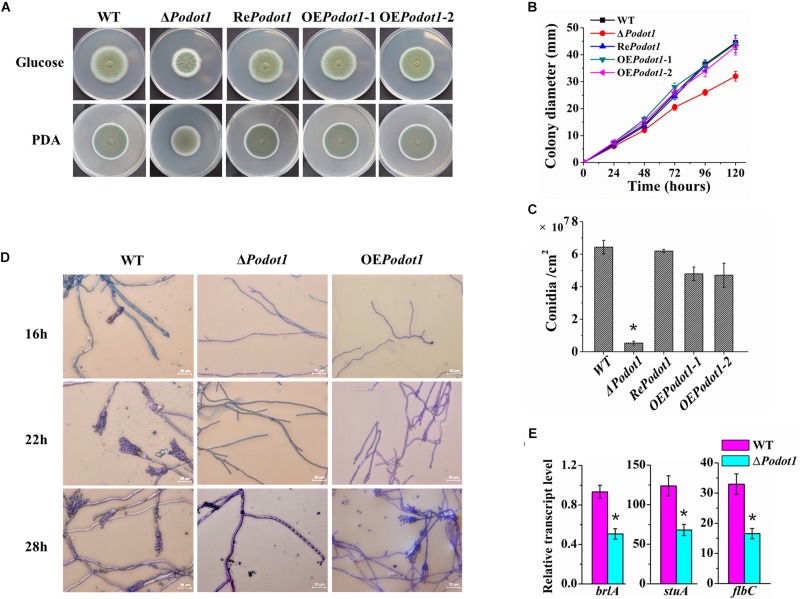
Colony morphology and conidiation of WT and *Po*Dot1-associated mutants. **(A)** Morphological characteristics of the colony in 5-day-old cultures on PDA or Vogel’s agar with 2% glucose. **(B)** Colony diameters on Vogel’s agar with 2% glucose. **(C)** Levels of conidiation of the colony in 5-day-old cultures on Vogel’s agar with 2% glucose. **(D)** Observation of the conidiophore and mycelia of WT and *Po*Dot1 mutants. **(E)** Assay of the transcription levels of *brlA*, *stuA*, and *flbC*. For each sample, three replicates were conducted. Gene expression copy numbers were calculated using the standard curves constructed for each gene, and the data were then normalized with the expression levels of the *actin* gene. Three biological triplicates were performed, and the mean values and standard deviations were calculated. Statistical analysis was performed with a one-tailed homoscedastic (equal variance) *t*-test, and *P*-values < 0.05 (^∗^) were considered statistically significant.

Three transcription factors, namely, BrlA, StuA, and FlbC, are reportedly key regulators of *P. oxalicum* asexual development. They are early regulators of conidiation, as they regulate the expression levels of pigmentation-related and spore wall protein-related genes (Qin et al., 2013a; Yao et al., 2016; Zhang et al., 2016b). They showed decreased transcription levels in Δ*Podot1* (Figure 2E), thereby suggesting that *Po*Dot1 directs conidiation by controlling their transcription. Overexpression of *Podot1* (OE*Podot1*) can produce normal brush-like structures after 28 h (Figure 2D) but displayed reduced conidiation (73.8% of WT) (Figure 2C) and delayed the initiation of conidiation. The deletion and overexpression of Dot1 and mutation of H3K79 always result in the same genetic effects, such as disrupted telomeric silencing (van Leeuwen et al., 2002; Farooq et al., 2016) and impaired cell-cycle regulation (Black et al., 2012). *Podot1* deletion and overexpression result in conidiation impairment, thereby implying that a regular amount of *Po*Dot1 protein is required for the regulation of normal asexual development.

### Expression Profiling Hints That *Po*Dot1 Regulates Mycelial Morphogenesis

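Gene expression was profiled by RNA-seq in WT and Δ*Podot1*, the strain in which the *Podot1* coding region is replaced by a hygromycin marker. There were 12 libraries in 4 groups of 3 biological replicates, with each strain grown in glucose medium and in cellulose medium. The glucose medium held 2% glucose, the cellulose medium held 1% cellulose and 1% wheat bran, and mycelia were harvested after 24 h at 30°C. The paper gives 22 h for the preculture and the sample labels give 24 h. The paper describes BGISEQ-500 sequencing, mapping to the genome with HISAT and to the predicted transcripts with Bowtie2, and normalization to FPKM, whereas the sample labels describe a tag-based protocol. The authors deposited, for each library, an estimated read count and an FPKM value per gene, and genes without a read are not listed and were taken as 0 here. The total of the estimated counts was 4829544 to 7081691 per library for WT in glucose (median 6864047) and 6572885 to 6664329 for Δ*Podot1* in glucose (median 6600310). In cellulose it was 4607760 to 5377360 for WT (median 5186204) and 6473468 to 6676236 for the libraries labelled Δ*Podot1* (median 6498618). The counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test over all 12 libraries, which share one estimate of the spread, after TMM scaling and the filter on low counts that edgeR offers. This left 9088 of the 9909 genes listed in at least 1 library. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 with a change of at least 2-fold. The paper's thresholds were a change of at least 2-fold in FPKM with a divergence probability of at least 0.8. The filter, the scaling, the test and the libraries that enter the fit could each change the number of genes called.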

A genome-wide expression profiling analysis of WT and Δ*Podot1* was performed to obtain a global view of the role of *Po*Dot1 in the regulation of gene expression. Two types of media, namely, glucose and cellulose, were used to cultivate the strains. 

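The transcript of *Podot1* (PDE_07484) checks the strain labels. In glucose medium its level was 28.8 ± 2.92 FPKM (SD, n = 3) in WT, and the Δ*Podot1* libraries had no listed value, 0.10 and 0.19 FPKM. The 3 Δ*Podot1* libraries together held 3 counts against 843 in WT, a ratio for equal depth of 0.337% with a 95% exact interval of 0.0693% to 0.988%, which covers counting error only. The log2 fold change was -8.12 (standard error 1.64, adjusted p = 0.0113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Standard errors given with edgeR results here and below were derived from the test statistic. Without Δ*Podot1* replicate 1 or replicate 2 in glucose the adjusted p was 0.0652 and 0.0605. The spread in these fits also takes in the cellulose libraries labelled Δ*Podot1*, which held 341, 613 and 0 counts of the gene. The WT and Δ*Podot1* values did not overlap in glucose (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In cellulose medium WT had 31.1 ± 4.57 FPKM (SD, n = 3). Of the 3 libraries labelled Δ*Podot1* in cellulose, replicate 1 had 33.4 FPKM from 341 counts, replicate 2 had 58.4 FPKM from 613 counts and replicate 3 had no listed value. The *Podot1* reads in replicates 1 and 2 go against their label, so these 3 libraries are named as the libraries labelled Δ*Podot1*, and every direction given for cellulose medium rests on the labels. The log2 fold change in cellulose was -0.15 (standard error 1.03, adjusted p = 0.927 from the same test), and it changed sign to 0.44 without replicate 3 and to 0.00144 without WT replicate 1.

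**Figure D1:**
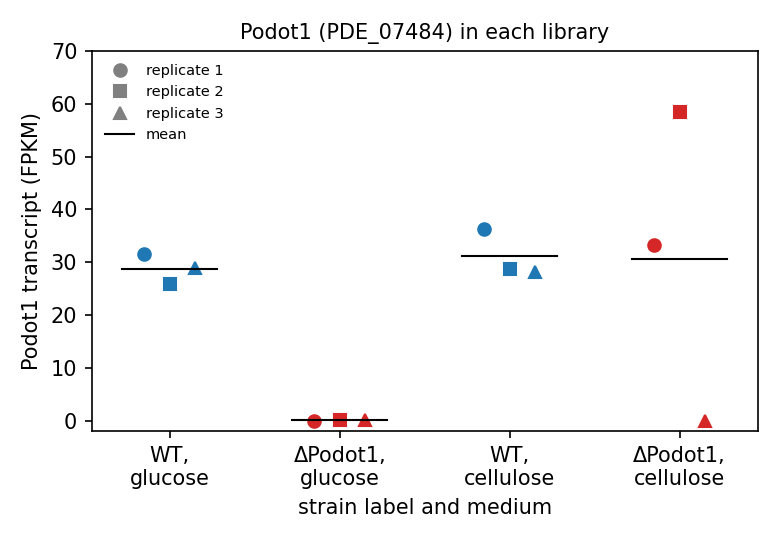
*Podot1* transcript level (vertical axis, FPKM) in each of the 12 libraries, grouped by strain label and medium (horizontal axis); symbols mark the replicate number, blue is WT, red is a library labelled Δ*Podot1*, and black lines are group means. Libraries with no listed value are drawn at 0, and replicates 1 and 2 labelled Δ*Podot1* in cellulose sit at 33.4 and 58.4 FPKM.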

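Between the media, 3192 of the 9088 genes tested changed in WT, 1746 of them higher and 1446 lower in cellulose than in glucose (edgeR's quasi-likelihood test). The alternative that moved this number most was the paper's pair of thresholds, recomputed from the replicate pairs, which called 1952 genes. The 10 glycoside hydrolase genes that the paper takes from the *P. oxalicum* secretome were all called higher in cellulose, with log2 fold changes between 6.80 and 8.88. The cellobiohydrolase gene *cel7A*/*cbh1* (PDE_07945) rose from 33.9 ± 3.73 FPKM in glucose to 9451 ± 2310 FPKM in cellulose (SD, n = 3 each), a log2 fold change of 7.96 (standard error 1.39, adjusted p = 0.00162 from edgeR's quasi-likelihood test). The endoglucanase gene *cel7B*/*eg1* (PDE_07929) rose from 11.2 ± 1.96 FPKM to 1491 ± 161 FPKM (SD, n = 3 each), a log2 fold change of 6.89 (standard error 1.08, adjusted p = 0.000967 from the edgeR test). For each of the 10 genes every cellulose library of WT lay above every glucose library (two-sided exact permutation test, p = 0.1 each, the smallest p that 3 against 3 allow).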

The glucose medium provides a basic culture condition for mycelial growth and repressed cellulase formation, and the cellulose medium is ideal for the induction of cellulolytic enzyme gene expression. Saturation analysis, principal component analysis (PCA), and Pearson correlations of each sample indicated their availability for omics analysis (Supplementary Images S3–S5).

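The Pearson correlation of log2(FPKM + 1) across 9274 genes with a mean of at least 1 FPKM was computed for each pair of libraries; genes are not independent replicates, and the values describe the libraries. The mean within a group was 0.963 (0.946 to 0.990) for WT in glucose, 0.968 (0.954 to 0.980) for Δ*Podot1* in glucose and 0.938 (0.911 to 0.962) for WT in cellulose. Among the libraries labelled Δ*Podot1* in cellulose it was 0.733, from 0.899 between replicates 1 and 3 down to 0.644. Replicate 2 of these was closest to Δ*Podot1* replicate 3 in glucose (r = 0.924), with a mean r of 0.904 with the 3 Δ*Podot1* libraries in glucose and of 0.651 with the other libraries of its own group. On the first principal component, which held 58.2% of the variance, the other 5 cellulose libraries lay between -109 and -61.8 and replicate 2 lay at 47.4, inside the range of the glucose libraries from 42.6 to 79.2. The second component held 17.2%. No pair of replicates differed by as little as sampling noise: the chi-square per gene between their counts was 7.48 for the closest pair, WT replicates 2 and 3 in glucose, against 79.4 and 82.1 for the other WT pairs in glucose. Counting error alone does not show whether 2 libraries come from 1 culture; every library was kept as a replicate, as the paper describes them.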

When strains are cultivated in glucose medium, the expression levels of 800 genes in Δ*Podot1* and WT significantly differed (fold change ≥ 2, probability ≥ 0.8) (Supplementary Table S2). 

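With edgeR's quasi-likelihood test over all 12 libraries, 803 genes were called changed between Δ*Podot1* and WT in glucose medium. At an adjusted p under 0.05 without the 2-fold threshold 845 genes passed, and 2203 had an unadjusted p under 0.05. The number depends on single libraries. It was 483, 311 and 338 without WT replicate 1, 2 or 3, 288 and 298 without Δ*Podot1* replicate 1 or 2, and 1397 without the library labelled Δ*Podot1* replicate 2 in cellulose, which enters only through the shared estimate of the spread. A fit on the 6 glucose libraries alone called 1517 genes. With the paper's thresholds recomputed from the FPKM values, 805 genes passed, and 431 of them were among the 803 with the same direction.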

Among the regulated genes, 319 genes (39.9%) were downregulated in Δ*Podot1* compared with those in the WT. 

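Of the genes called in glucose medium, 364 (45.3%) were lower in Δ*Podot1*; the number was 180 and 192 without WT replicate 2 or 3, 136 and 129 without Δ*Podot1* replicate 1 or 2, and 604 without the library labelled Δ*Podot1* replicate 2 in cellulose. Apart from *Podot1* itself, the largest decreases among genes without overlap between the strains were in PDE_02123 and PDE_03319, which Table S2 lists as hypothetical proteins. PDE_03319 fell from 457 ± 119 FPKM in WT to 2.99 ± 0.45 FPKM in Δ*Podot1* (SD, n = 3 each), a log2 fold change of -7.34 (standard error 0.787, adjusted p = 0.000362 from edgeR's quasi-likelihood test). PDE_02123 had 501 counts over the 3 WT libraries and 2 over the 3 Δ*Podot1* libraries, a ratio of 0.00378 with a 95% exact counting interval of 0.000456 to 0.0137. Its call was lost only under limma with a pseudocount of 10 FPKM (adjusted p = 0.0938; range over its alternatives 4.45e-07 to 0.0938). Both genes were chosen for the size of this difference.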

GO analysis revealed that the downregulated genes in Δ*Podot1* were involved mainly in the septin complex, extracellular region (GO category: cellular component), and interspecies interaction between organisms (GO category: biological process) (Figure 3A, green bars). A total of 481 genes (60.1%) were upregulated in Δ*Podot1* compared with those in the WT (Figure 3A, red bars).

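The other 439 genes (54.7%) were higher in Δ*Podot1* in glucose medium. Without WT replicate 1, 2 or 3 this number was 231, 131 and 146, without Δ*Podot1* replicate 1 or 2 it was 152 and 169, and without the library labelled Δ*Podot1* replicate 2 in cellulose it was 793. The largest increases among genes without overlap between the strains were in PDE_06415, PDE_08908 and PDE_01119, chosen for the size of the difference. PDE_06415 had 2531 counts over the 3 Δ*Podot1* libraries and 7 over the 3 WT libraries, a ratio of 342 with a 95% exact counting interval of 166 to 852. PDE_08908 had 388 counts against 2, a ratio of 184 with an interval of 50.5 to 1520. PDE_01119 was at 128 ± 57.5 FPKM in Δ*Podot1* and 1.06 ± 0.825 FPKM in WT (SD, n = 3 each), a log2 fold change of 6.91 (standard error 0.893, adjusted p = 0.00105 from edgeR's quasi-likelihood test). All 3 stayed past the threshold under each of the 30 alternatives run for single genes.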

**FIGURE 3:**
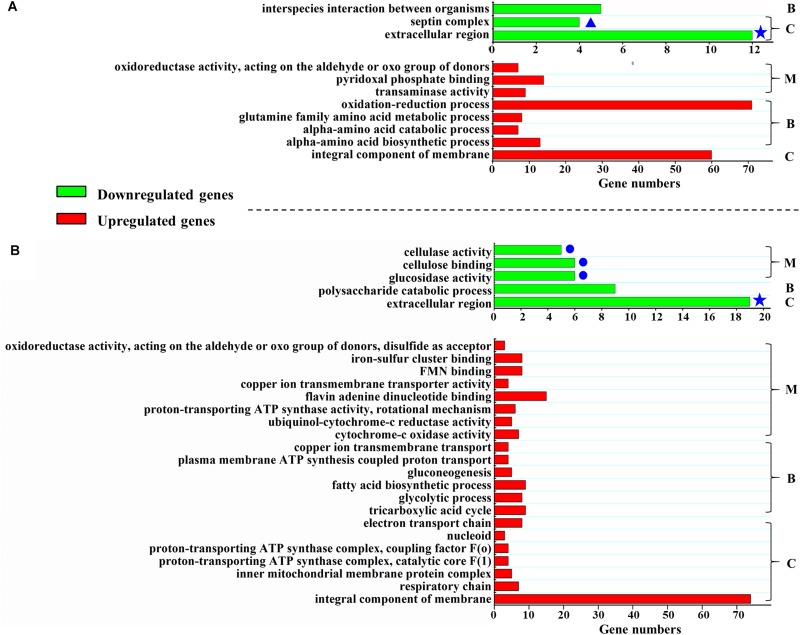
Function enrichment of differentially expressed genes in Δ*Podot1*. Function enrichment of the upregulated or downregulated (more than or equal to twofold, probability ≥ 0.8) genes in Δ*Podot1* compared with that of WT after the strains were cultivated in the glucose medium **(A)** or in the cellulose medium **(B)**. B, C, and M indicate the GO category. B, biological process; C, cellular component; M, molecular function. Green bars, function enrichment analysis of downregulated genes. Red bars, function enrichment analysis of the upregulated genes. Blue stars indicate the same category of enrichment in both media. Blue dots indicate the clustering of three “molecular function” GO entries that are all associated with polysaccharide degradation. Significantly different expression between samples were identified through a significance test with combined thresholds (diverge probability ≥ 0.8, fold change ≥ 2) (Audic and Claverie, 1997). GO annotation and function enrichment analysis were performed by GO database (http://www.geneontology.org/) and Blast2GO with threshold at FDR ≤ 0.05 (Conesa et al., 2005).

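Supplementary Table S2, of which 782 genes were used here, pairs 4 septin genes with locus tags. They are *aspA* (PDE_09818), *aspB* (PDE_09187), *aspC* (PDE_09456) and PDE_06826, a septin gene that the table does not pair with a name; the paper's remaining septin gene was not analysed here. In glucose medium *aspA* had 34.9 ± 5.96 FPKM in Δ*Podot1* and 91.8 ± 10.8 FPKM in WT (SD, n = 3 each), a log2 fold change of -1.48 (standard error 0.322, adjusted p = 0.0168 from edgeR's quasi-likelihood test). The level of *aspB* was 65.5 ± 10.5 against 148 ± 7.02 FPKM, a log2 fold change of -1.25 (standard error 0.395), which was past the 2-fold threshold but not past the adjusted p (0.0714, edgeR). For *aspC* it was 46.5 ± 6.27 against 110 ± 13.3 FPKM, with a log2 fold change of -1.32 (standard error 0.302, adjusted p = 0.0206, edgeR). PDE_06826 had 56.7 ± 4.79 against 139 ± 36.6 FPKM, with a log2 fold change of -1.39 (standard error 0.375, adjusted p = 0.0405, edgeR). Of these, 3 genes passed over all genes tested and 4 passed adjusted over the list alone, which is not independent evidence because the genes were found in the paper's table of changed genes. In each gene all 3 Δ*Podot1* libraries lay below all 3 WT libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). A fit on the 6 glucose libraries alone called 4 of them, as did DESeq2. In the edgeR fit that includes the cellulose libraries, none of the 4 was called without certain single glucose libraries. These were WT replicates 2 and 3 and Δ*Podot1* replicates 1 and 2, and the log2 fold changes stayed below 0 without each. The adjusted p without these libraries, in that order, was 0.0706, 0.0577, 0.0782 and 0.0849 for *aspA*, 0.0896, 0.0671, 0.0892 and 0.103 for *aspC*, and 0.154, 0.108, 0.124 and 0.156 for PDE_06826 (edgeR). The call of PDE_06826 was also lost without Δ*Podot1* replicate 3 (0.0822) and without WT replicate 1 (0.0525) or 2 (0.0620) in cellulose, and under limma with a pseudocount of 10 (0.0549), on TPM (0.0561), with size factors (0.0514) and without a trend (0.0528). *aspB* was called without the library labelled Δ*Podot1* replicate 2 in cellulose (adjusted p = 0.00616, edgeR; range over its alternatives 0.00586 to 0.235).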

Based on expression profiling, the genes involved in septin complex were enriched downregulated in Δ*Podot1* when cultivated in the glucose medium (Figure 3A, blue triangle). In the *P. oxalicum* genome, five septin-encoding genes, namely, *aspA* (GenBank EPS34854.1, an ortholog of *S. cerevisiae* CDC11), *aspB* (GenBank EPS34223.1, an ortholog of *S. cerevisiae* CDC3), *aspC* (GenBank EPS34492.1, an ortholog of *S. cerevisiae* CDC12), *aspD* (GenBank EPS31868.1, an ortholog of *S. cerevisiae* CDC10), and *aspE* (GenBank EPS26861.1, found only in filamentous fungi), were present and showed consistent downregulated transcription in Δ*Podot1* (Figure 4A). Does the downregulation of septin-encoding genes result in impairment of septum formation?

**FIGURE 4:**
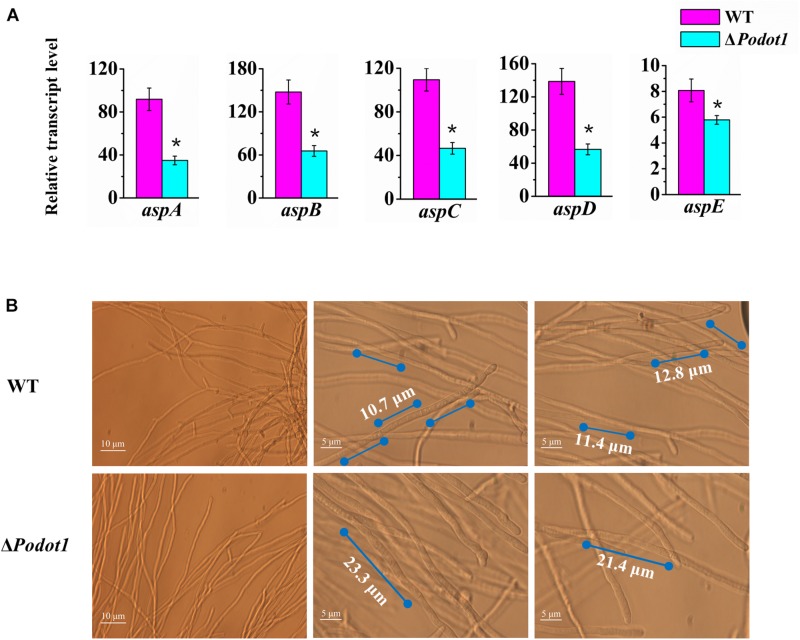
Analysis of septa and branch formation in wild-type strains and Δ*Podot1* mutants. **(A)** Analysis of the transcription level of five septin encoding genes. Statistical analysis was performed with a one-tailed homoscedastic (equal variance) *t*-test, and *P*-values < 0.05 (^∗^) were considered statistically significant. **(B)** Observation of mycelial branches and interval of septa.

Septa form at regular intervals along the lengths of fungi hyphae. If present, they can be observed under a light microscope. A dramatic decrease was observed in their emergence in the Δ*Podot1* mutant compared to that in the WT. The distance between septa in *P. oxalicum* WT was 11.63 ± 1.67 μm, which was almost similar to that (12.84 ± 1.9 μm) in the *Aspergillus* group (Gajjar et al., 2013). The distance between septa was larger in Δ*Podot1* (21.87 ± 1.27 μm), which was almost twice that in WT (Figure 4B). We also observed that the number of branches in the Δ*Podot1* mutant was lower compared with that in the WT. The *L*_*hgu*_ of Δ*Podot1* mutant was >180.0 μm/tip, which was higher than that of the WT (99.0 ± 1.27 μm/tip). *Po*Dot1 affects mycelial morphology by interfering with septum and branch formation.

### Expression Profiling Suggests That *Po*Dot1 Extensively Regulates Glycoside Hydrolase Gene Expression

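In cellulose medium 2290 of the 9088 genes tested were called changed between the libraries labelled Δ*Podot1* and WT (edgeR's quasi-likelihood test over all 12 libraries). At an adjusted p under 0.05 alone 2576 genes passed, and 3868 had an unadjusted p under 0.05. The alternative that moved the number most was a fit on the 6 cellulose libraries alone, which called 537 genes. It fell to 1150 without WT replicate 2 and to 1245 without WT replicate 3. Without the library labelled Δ*Podot1* replicate 2 it was 2371, of which 1724 were among the 2290 with the same direction. With the paper's thresholds recomputed from the FPKM values, 786 genes passed, 638 of them among the 2290 with the same direction. For the 773 genes of Supplementary Table S3 used here, the recomputed probability differed from the listed one by at most 0.0015.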

When strains are cultivated in cellulose medium, the expression levels of 787 genes in Δ*Podot1* and WT were significantly different (fold change ≥ 2, probability ≥ 0.8) (Supplementary Table S3). Among the regulated genes, 448 (56.9%) and 339 (43.1%) genes were upregulated and downregulated, respectively, in Δ*Podot1* compared with those in the WT. 

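Of the genes called in cellulose medium, 1304 (56.9%) were higher and 986 (43.1%) lower in the libraries labelled Δ*Podot1*. Without WT replicate 2 these numbers were 543 and 607, and without WT replicate 3 they were 593 and 652. Of the 447 genes that were higher at the paper's thresholds, 337 (75.4%) stayed at a 2-fold change in mean FPKM without replicate 2, 436 without replicate 1 and 430 without replicate 3. Of the 339 lower genes the same numbers were 335, 339 and 338. The largest increases among genes without overlap between the labels rest on replicate 2: PDE_01415 was at 8.73, 1115 and 2.63 FPKM in replicates 1, 2 and 3 against 0.93 ± 0.385 FPKM in WT (SD, n = 3). PDE_01465 was at 6.01, 425 and 2.54 FPKM, with 1409 counts against 3 in WT, a ratio of 363 with a 95% exact counting interval of 124 to 1760. PDE_05937 was at 2.22, 241 and 1.02 FPKM, and its log2 fold change of 7.36 (standard error 1.85, adjusted p = 0.0152, edgeR) was 1.82 without replicate 2 (adjusted p = 0.0789). Its call was also lost without WT replicate 2 (0.0584) or 3 (0.0553), under all 8 limma settings (0.0677 to 0.213) and in a fit on the 6 cellulose libraries alone (0.0809). The call of PDE_01415 was lost without WT replicate 3 (0.0507), under 7 limma settings (0.0558 to 0.147) and in the fit on the 6 libraries (0.0746), and that of PDE_01465 under limma with a pseudocount of 10 (0.138). The largest decreases were in PDE_07655, PDE_09236 and PDE_09235. PDE_09235 had 3.66 ± 2.77 FPKM in the libraries labelled Δ*Podot1* and 615 ± 391 FPKM in WT (SD, n = 3 each), a log2 fold change of -7.48 (standard error 0.923, adjusted p = 0.000846 from edgeR's quasi-likelihood test). PDE_07655 varied within WT itself, with 1358, 4700 and 9.53 FPKM in replicates 1, 2 and 3, and its call was lost in the fit on the 6 libraries (adjusted p = 0.05, edgeR). These genes were chosen for the size of the difference.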

GO analysis revealed that the downregulated genes in Δ*Podot1* are mainly involved in cellulase activity, cellulose binding, glucosidase activity (GO category: molecular function) (Figure 3B, blue dots), and polysaccharide catabolic process (GO category: biological process). The extracellular region was also enriched (GO category: cellular component) (Figure 3B, green bars). The downregulated genes (GO category: molecular function) and their predicted functions are listed in Supplementary Table S4.

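All 14 genes of Supplementary Table S4 had a lower level in the libraries labelled Δ*Podot1* than in WT in cellulose medium, with log2 fold changes from -5.42 to -1.44. Of these, 8 were called over all genes tested and 11 passed adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. In 13 of them the libraries of the 2 labels did not overlap, where chance gives 10% for genes not chosen on these libraries. The following 3 genes were called under all 30 alternatives run for single genes. Endoglucanase-1 (PDE_06439) was at 8.55 ± 2.28 against 143 ± 71.2 FPKM (SD, n = 3 each), a log2 fold change of -4.15 (standard error 0.504, adjusted p = 0.000846 from edgeR's quasi-likelihood test). An alpha-glucosidase (PDE_01756) was at 14.5 ± 4.46 against 67.3 ± 11.7 FPKM, a log2 fold change of -2.30 (standard error 0.377, adjusted p = 0.00325, edgeR). Endo-1,6-beta-D-glucanase (PDE_02004) was at 6.32 ± 3.75 against 74.3 ± 37.4 FPKM, a log2 fold change of -3.66 (standard error 0.518, adjusted p = 0.00173, edgeR). Endoglucanase EG-II (PDE_00507) was at 92.3, 8.58 and 242 FPKM in replicates 1, 2 and 3 against 325 ± 111 FPKM in WT and was not called (log2 fold change -1.53, adjusted p = 0.153, edgeR), though without replicate 3 it was (adjusted p = 0.0226). A fit on the 6 cellulose libraries alone called 3 of the 14 genes, limma with a pseudocount of 10 FPKM called 13, and the paper's thresholds passed 14.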

The “extracellular region” was enriched in cellulose and glucose media (Figure 3, green bars with blue stars), but the glucose medium is not good for extracellular protein synthesis. Did the deletion of *Po*Dot1 affect extracellular proteins, especially extracellular cellulases? 

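Fig. 5A prints the locus tags of the secreted protein genes it clusters, and 37 of them are also among the genes of Table S3 used here. In the libraries labelled Δ*Podot1* in cellulose medium 28 of these were lower and 9 higher than in WT. edgeR's quasi-likelihood test called 23 lower and 7 higher over all genes tested, and 34 passed adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries. The log2 fold changes ran from -6.54 to 3.34 with a median of -2.37. In 29 of the 37 genes the libraries of the 2 labels did not overlap; the 10% that chance gives holds for genes not chosen on these libraries. A fit on the 6 cellulose libraries alone called 10 of them lower.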

We noticed that among the 110 secreted proteins determined by *P. oxalicum* secretome analysis (Liu et al., 2013), 39 secreted protein-encoding genes were differentially expressed (fold change ≥ 2, probability ≥ 0.8). Among the 39 secreted proteins, 30 were downregulated (Figure 5A) including glucoamylase Amy15A (PDE_09417, GenBank No. EPS34453.1), α-amylase Amy13A (PDE_01201, GenBank No. EPS26265.1), cellobiohydrolase Cel7A/CBHI (PDE_07945, GenBank No. EPS32984.1), and lytic polysaccharide monooxygenases (LPMO) Cel61A (PDE_05633, GenBank No. EPS30681.1) (Figure 5A, blue dot). They were the top four extracellular GHs in *P. oxalicum* secretome, and their products accounted for >50% of the total extracellular protein of *P. oxalicum* (Liu et al., 2013).

**FIGURE 5:**
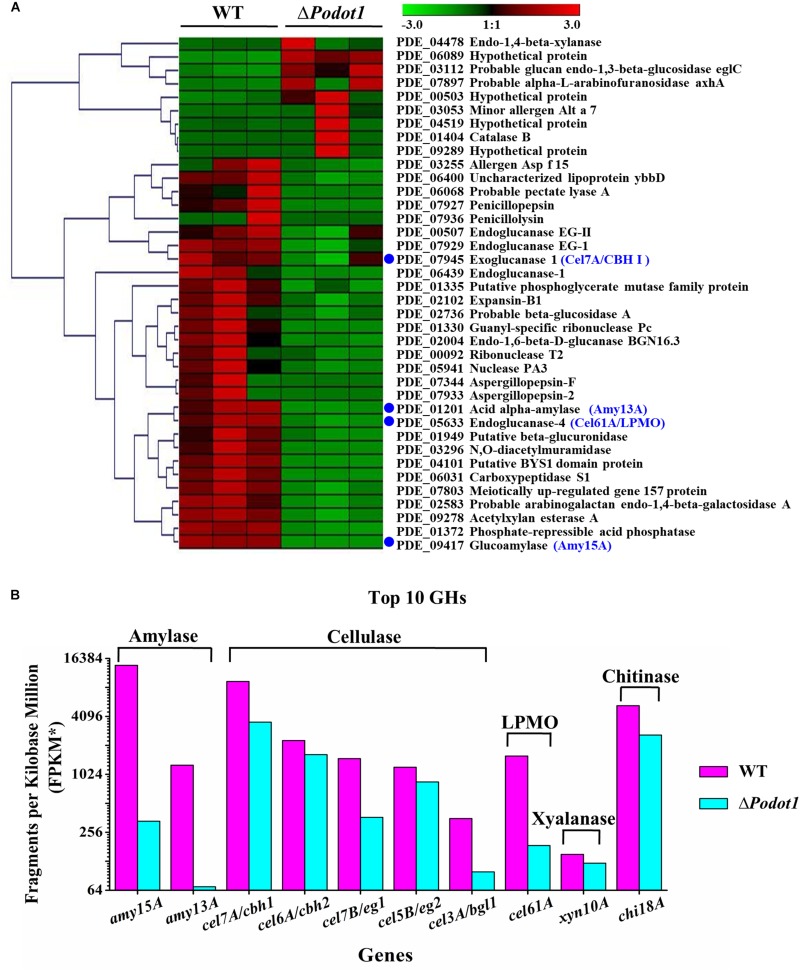
Comparative analysis of expression profiles of the secreted proteins in WT and Δ*Podot1*. **(A)** Clustering analysis of genes encoding the secreted proteins using Genesis (Sturn et al., 2002). The gradient color bar code at the top indicates a value at log2 fold change of expression in the treatment case to the expression in the control case. Blue dots, the top 4 extracellular glycoside hydrolases assayed in *P. oxalicum* secretome. **(B)** Expression levels of the top 10 extracellular glycoside hydrolases encoding genes. The copy number of unambiguous transcripts for each gene was normalized to FPKM.

What about the other important extracellular proteins? In addition to the aforementioned top 4 extracellular GHs, the expressions of the other six extracellular GHs that belong to the top 10 secretion amounts in *P*. *oxalicum* secretome (Liu et al., 2013) were analyzed. These included chitinase Chi18A (GenBank No. EPS33160.1, PDE_08122), β-glucosidase Cel3A/BGLI (GenBank No. EPS27792.1, PDE_02736), xylanase Xyn10A (GenBank No. EPS33132.1, PDE_08094), endoglucanase Cel7B/EGI (GenBank No. EPS32968.1, PDE_07929), endoglucanase Cel5B/EGII (GenBank No. EPS34262.1,PDE_09226), and cellobiohydrolyase Cel6A/CBHII (GenBank No. EPS32164.1, PDE_07124) (Figure 5B). The transcriptome data (FPKM) showed that 10 genes, including two amylase genes (*amy15A* and *amy13A*), five cellulase genes (*cel7A*/*cbh1*, *cel6A*/*cbh2*, *cel7B*/*eg1*, *cel5B*/*eg2*, and *cel3A*/*bgl1*), a cellulose-active LPMO gene (*cel61A*), a xylanase gene (*xyl10A*), and a chitinase gene (*chi18A*), were downregulated (Figure 5B) in Δ*Podot1*, and their expression levels were 2.4, 5.5, 37.7, 71.4, 24.5, 70.4, 27.9, 11.7, 81.0, and 49.5%, respectively, compared with those in the WT. 

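Mean FPKM in the libraries labelled Δ*Podot1* as a percentage of the WT mean was 2.41% for *amy15A* (PDE_09417), 5.47% for *amy13A* (PDE_01201), 37.7% for *cel7A* (PDE_07945), 71.5% for *cel6A* (PDE_07124) and 24.6% for *cel7B* (PDE_07929). It was 70.4% for *cel5B* (PDE_09226), 27.9% for *cel3A* (PDE_02736), 11.8% for *cel61A* (PDE_05633), 81.1% for *xyn10A* (PDE_08094) and 49.5% for *chi18A* (PDE_08122). Single libraries moved most of these percentages by over 1.5 times. Without the library labelled Δ*Podot1* replicate 3 they were 1.48% for *amy15A*, 2.91% for *amy13A*, 18.4% for *cel7A*, 27.5% for *cel6A*, 9.98% for *cel7B*, 38.9% for *cel5B* and 49.5% for *xyn10A*. Without replicate 1 they were 6.24% for *cel61A* and 14.1% for *chi18A*, and without WT replicate 3 they were 146% for *xyn10A* and 88.2% for *chi18A*. The percentages without replicate 3 rest on replicates 1 and 2, which held *Podot1* reads. Replicate 3 had no listed *Podot1* value. It alone lay at 4.27% of the WT mean for *amy15A*, 10.6% for *amy13A*, 76.4% for *cel7A* and 53.8% for *cel7B*. It lay at 41.9% for *cel3A*, 12.3% for *cel61A* and 28% for *chi18A*. For *cel6A* (159%), *cel5B* (134%) and *xyn10A* (144%) it lay above the WT mean, though this is 1 library. The 10 log2 fold changes were all below 0, and 3 were called over all genes tested. They were -5.42 for *amy15A* (standard error 0.890, adjusted p = 0.00328 from edgeR's quasi-likelihood test), -4.22 for *amy13A* (standard error 0.843, adjusted p = 0.00651, edgeR) and -3.13 for *cel61A* (standard error 1.05, adjusted p = 0.0428, edgeR). Adjusted over the list alone, 4 passed. In 6 of the 10 genes the libraries of the 2 labels did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). For *cel6A* and *cel5B* the difference was within the spread of the replicates (adjusted p = 0.733 and 0.706, edgeR), as it was for *xyn10A* (0.820) and *chi18A* (0.535). The paper's thresholds passed 6 of the 10 genes, and a fit on the 6 cellulose libraries alone called 0, with adjusted p = 0.0693 for *amy15A* and 0.0650 for *amy13A* (edgeR). The call of *cel61A* was lost when any 1 of the 12 libraries was left out, except for the libraries labelled Δ*Podot1* replicates 1 and 2 in cellulose (adjusted p from 0.0538 without WT replicate 2 in glucose to 0.0957 without WT replicate 2 in cellulose, edgeR).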

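The replicates labelled Δ*Podot1* in cellulose lay far apart for the top 10 extracellular glycoside hydrolase genes. For *cel7A*/*cbh1* they had 3424, 57.7 and 7219 FPKM in replicates 1, 2 and 3, against 12060, 7681 and 8612 FPKM in WT. For *cel6A*/*cbh2* they had 1235, 27.3 and 3665 FPKM against 2185, 2406 and 2306 FPKM in WT, so that replicate 3 lay above every WT library. For *amy15A* all 3 lay below WT, at 353, 56.3 and 592 FPKM against 14780, 13575 and 13285 FPKM. For *chi18A* they had 6360, 14.5 and 1480 FPKM against 2348, 3591 and 9915 FPKM. Replicate 2 was the lowest of the 3 for each of the 10 genes. Without it the log2 fold change was 0.07 for *cel6A*, 0.04 for *cel5B* and 0.25 for *xyn10A*, above 0 in each case, and below 0 for the other 7 genes; without WT replicate 3 that of *xyn10A* was 0.49. Without replicate 2, 5 of the 10 genes were called lower. The paper reports the secreted protein genes (Fig. 5A) and then these 10 genes (Fig. 5B), and it cites Fig. 5 as a whole for the transcription level of prominent GH genes.

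**Figure D2:**
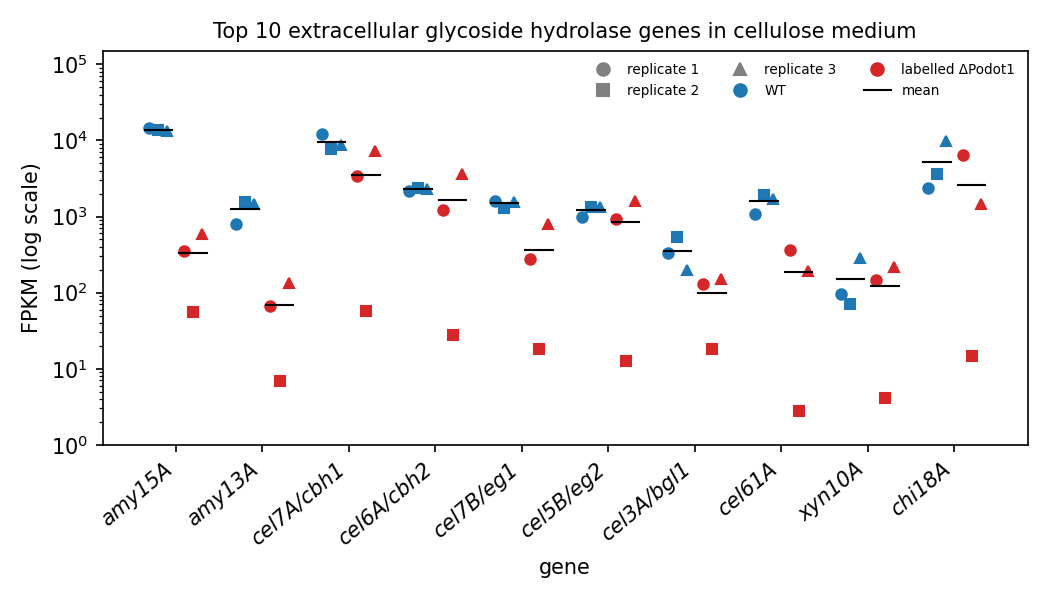
FPKM (vertical axis, log scale) of the top 10 extracellular glycoside hydrolase genes (horizontal axis) in the 6 libraries from cellulose medium; blue is WT, red is a library labelled Δ*Podot1*, symbols mark the replicate number and black lines are group means. Replicate 2 labelled Δ*Podot1* lies lowest for every gene, for example at 57.7 FPKM for *cel7A*/*cbh1*, where the other libraries lie between 3424 and 12060 FPKM.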

The deletion of *Podot1* led to downregulated transcription of prominent extracellular GH-encoding genes in *P. oxalicum*.

### The Deletion of *Podot1* Results in Decreased Synthesis of Extracellular GHs

Glycoside hydrolase production is tightly controlled at the transcriptional level (Lynd et al., 2008). Thus, we questioned whether the downregulated transcription level of prominent extracellular GH-encoding genes (Figure 5) results in decreased synthesis of extracellular GHs. Therefore, the activities of multiple GHs in the WT- and *Po*Dot1-related mutants (Δ*Podot1*, Re*Podot1*, and OE*Podot1*) were detected in agar (solid) and fermentation (liquid) media.

When strains are cultivated on Vogel’s agar supplemented with 2% starch or 0.5% cellulose, the Δ*Podot1* colony was observed with diminished amylolytic and cellulolytic halo compared with WT (Figure 6A), implying less amylase or cellulolytic enzyme secretion in Δ*Podot1*. When strains are cultivated in liquid fermentation medium added with wheat bran and cellulose, which were ideal for GH production, the fermentation supernatant of Δ*Podot1* had significantly fainter protein bands, especially in the range of 35–116 kDa, than that of WT (Figure 6B). This range was an area for GH aggregation, where prominent amylases and cellulases (cellobiohydrolases, endoglucanases, and β-glucosidases) were located according to previous reports (Liu et al., 2013). The OE*Podot1* mutant showed almost identical extracellular protein profiling as the WT, thereby suggesting that the native expression level of *Podot1* was sufficient for normal GH production.

**FIGURE 6:**
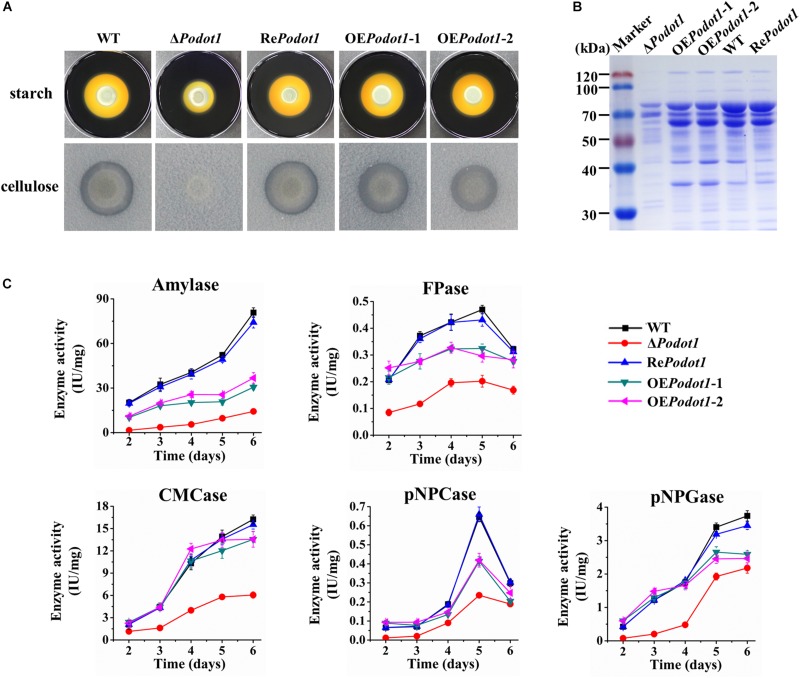
Assay of multiple glycoside hydrolase activities of WT and *Po*Dot1-associated mutants (Δ*Podot1*, Re*Podot1*, and OE*Podot1*) in solid and liquid media. **(A)** Observation of amylolytic and cellulolytic halo around the colonies. **(B)** SDS-PAGE analysis of extracellular secreted proteins in liquid fermentation medium supplemented with bran and microcrystalline cellulose. **(C)** Amylase activities and cellulase activities in the liquid fermentation medium. Enzyme activities were normalized to the ratio of corresponding biomass (IU/mg). One enzyme activity unit was defined as the amount of enzyme required for producing 1 μmol glucose or pNP per minute under the assayed conditions. Three biological triplicates were performed for all enzyme analysis. The mean values and standard deviations were calculated. Statistical analysis was performed, and *P*-values < 0.05 were considered statistically significant.

The levels of amylase, filter paper (FPA, indicating overall cellulase activity), CMCase (indicating endoglucanase activity), pNPCase (indicating cellobiohydrolyase activity), and pNPGase (indicating extracellular β-glucosidase activity) activities and extracellular protein concentration were assayed. Enzyme activities were normalized by intracellular protein concentration (indicating the biomass level) (Figure 6C) to exclude the influence of biomass differences of different strains. The absence of *Po*Dot1 resulted in significantly decreased amylase and cellulase activities compared with WT. On the 5th day, the amylase, FPA, CMCase, pNPCase, and pNPGase activities of Δ*Podot1* were 18.5, 43.0, 41.6, 36.4, and 56.6%, respectively, of those of WT. Consistent with the decrease in the abovementioned GH activities, the extracellular protein concentration of Δ*Podot1* decreased to 58.2% of that of WT. *Podot1* overexpression strains (OE*Podot1*-1 and OE*Podot1*-2) showed almost identical or even lower levels of amylase and cellulase activities compared with WT (Figure 6C). The absence of *Po*Dot1 remarkably repressed the synthesis of extracellular GHs.

### Downregulated GH Production in Δ*Podot1* Was Accompanied by Defects of H3K79 Methylation

The foregoing results led us to explore the mechanism of how *Po*Dot1 regulates GH gene expression. Several conserved positive or negative TFs involved in GH gene expression, such as positive regulators encoded by *xyr1*/*xlnR* and *clr-2*/*clrB* (Mach-Aigner et al., 2008; Coradetti et al., 2012) and negative regulators encoded by *cre1*/*creA* and *amyR* (Li et al., 2015), have been well characterized. The deletion or overexpression of these TFs can regulate GH gene expression remarkably. Therefore, we speculated that *Po*Dot1 affects GH production by regulating the expression of key TFs. However, no significant difference (*P-*value > 0.05) was observed in the expression levels of these TFs after detection by qRT-PCR (Figure 7A), thereby suggesting that the repressed synthesis of extracellular GHs caused by *Po*Dot1 deletion was not mediated by these TFs.

**FIGURE 7:**
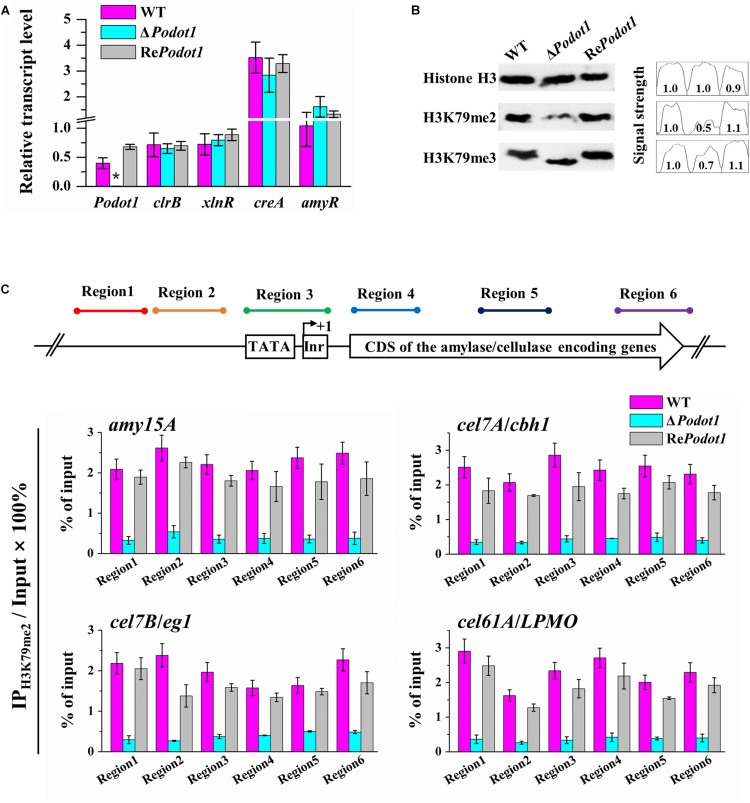
Analysis transcription level of TF encoding genes and H3K79 methylation in *Po*Dot1 mutants. **(A)** Expression level assay of genes encoding four TFs (*clr-2*/*clrB*, *xyr1*/*xlnR*, *amyR*, and *cre1*/*creA*) via qRT-PCR analysis. *actin* gene was used for data normalization. **(B)** Assay of the global histone methylation patterns at H3K79 in WT and Δ*Podot1* through Western blot. Histone H3 was used as the loading control. **(C)** Analysis of the methylation modification level of H3K79me2 on the specific regions of four target genes (*amy15A*, *cel7A*/*cbh1*, *cel7B*/*eg1*, and *cel61A*/*LPMO*) through ChIP-qPCR. Equal amounts of extracted chromatin (1 mg/IP) of each sample were used for IP reactions, and 0.1 mg chromatin DNA was used as input (without IP) for each sample. The purified IP products and input DNA were subjected to quantitative PCR (qPCR). For each gene, the transcription start site (TSS) was designated as +1. Six typical regions (Region 1–Region 6) were focused: Region 1 and Region 2 were orderly located at ∼500 bp upstream (−) of the TSS. Region 3 covered the initiator and the TATA box. Region 4, Region 5, and Region 6 were orderly located in the downstream (+) of TSS, that is, in the 5′-region of the coding domain sequences (CDS), in the middle of the CDS, and in the 3′-region of the CDS, respectively. The relative enrichment of IP DNA was calculated by % of input. The values showed the means of the three biological replicates, and the error bar indicated standard deviation.

As a putative histone methyltransferase, *Po*Dot1 is predicted to methylate histone H3 lysine 79 (H3K79). In yeast, majority of H3 is methylated mainly in H3K79me2 and H3K79me3 states (Schubeler et al., 2004; Frederiks et al., 2008). Therefore, we detected the global levels of H3K79 (H3K79me2 and H3K79me3) methylation levels in the WT and *Po*Dot1 mutants by Western blotting (Figure 7B). A remarkable reduction in H3K79me2 level (to 50% signal strength of WT) and a slight reduction in H3K79me3 level (to 70% signal strength of WT) were observed in Δ*Podot1*.

Western blot analysis results represented the global levels of histone methylation modification in chromatin. Local analysis of H3K79 methylation at specific GH gene loci was subsequently performed by ChIP-qPCR. Based on transcriptome and enzyme activity measurements, four representative genes, including one amylase-encoding gene *amy15A*, two cellulase-encoding genes *cel7A*/*cbh1* and *cel7B*/*eg1*, and one cellulase-related LPMO gene *cel61A*/*LPMO*, showed significantly downregulated transcription levels and were selected as targets for histone methylation level analysis at individual gene loci. For each gene, six typical regions (Regions 1–6) that cover upstream sequences and CDS were the focus. Regions 1 and 2 were orderly located at approximately 500 bp upstream (−) of the transcription start site (TSS). Region 3 covered the initiator and TATA box. Regions 4–6 were orderly located in the downstream (+) of TSS, that is, in the 5′-region, in the middle, and in the 3′-region of CDS (Figure 7C), respectively. ChIP-qPCR results obviously showed that H3K79me2 in promoter (Regions 1–3) and CDS (Regions 4–6) regions of the selected four gene loci were impaired due to *Po*Dot1 deletion. Specifically, the H3K79me2 levels at the 5′-region of CDS (region 4) of *amy15A*, *cel7A*/*cbh1*, *cel7B*/*eg1*, and *cel61A*/*LPMO* were reduced to only 18.1, 18.7, 25.6, and 15.6%, respectively, in Δ*Podot1* compared with those in the WT (Figure 7C). Therefore, the defects of H3K79 methylation may be the key reason of the downregulated transcription level of GH-encoding genes in Δ*Podot1*.

### Results of TAP–MS Hint That *Po*Dot1 Has No Direct Interaction With Transcription Machinery but Interacts With COMPASS

Previous results showed that *Po*Dot1 is involved in the transcriptional regulation of genes. Does *Po*Dot1 play a regulatory role by interacting with transcription machines? TAP–MS was conducted in *Po*Dot1-labeled strain (*Po*Dot1-HA-FLAG) to identify the protein–protein interaction collaborator of *Po*Dot1.

In addition to *Po*Dot1 itself, 14 proteins (unique pep count ≥ 3) with existing putative physical interactions with *Po*Dot1 were captured (Table 1 and Supplementary Image S6 and Supplementary Table S5): (1) two proteins associated with methylation, including *S*-adenosylmethionine (SAM) synthetase ETH-1 (PDE_07230) that is responsible for the synthesis of methyl donors SAM, and Swd2, one of the subunits of complex associated with Set1 (COMPASS); (2) five proteins associated with translation, including translation elongation factor EF-2 subunit (PDE_08649), tyrosyl-tRNA synthetase (PDE_00455), and three ribosomal proteins (60S ribosomal proteins L5, L22, and L24); (3) four proteins associated with energy transfer and redox reactions, including F-type H^+^-transporting ATPase subunit alpha, quinone oxidoreductase Pig3, glutamate dehydrogenase GdhA, and pyruvate decarboxylase PdcA; and (4) three heat shock proteins and chaperones, including chaperonin GroEL (Hsp60), multifunctional chaperone (14-3-3 family), and molecular chaperone HtpG (Hsp90).

**TABLE 1:** Putative proteins interacting with *Po*Dot1 identified through TAP-MS experiments (unique pep count ≥ 3).

**Gene ID (locus_tag)**	**Annotation in *P. oxalicum***	**Homolog in *S. cerevisiae***	**Identities (%)**	**Subcellular localization^∗^**
**Methylation associated**				
PDE_07451	Histone methyltransferase Swd2; WD repeat protein	SWD2	33	Nucleus
PDE_07230	*S*-Adenosylmethionine synthetase; ETH-1	SAM2	76	Cytoplasm
**Translation associated**				
PDE_08649	Translation elongation factor EF-2 subunit	EFT2	78	Cytoplasm
PDE_00455	Tyrosyl-tRNA synthetase	TYS1	47	Nucleus/cytoplasm
PDE_00374	60S ribosomal protein L5	RPL5	63	Nucleus/cytoplasm
PDE_04825	60S ribosomal protein L22	RPL22A	50	Nucleus/cytoplasm
PDE_03397	60S ribosomal protein L24	RPL24B	74	Nucleus/cytoplasm
**Energy transfer and REDOX associated**				
PDE_06476	F-type H+-transporting ATPase subunit alpha	ATP1	79	Mitochondrion
PDE_02985	NADPH2: quinone reductase	ZTA1	30	Nucleus/cytoplasm
PDE_06117	Glutamate dehydrogenase GdhA	GDH1	66	Nucleus
PDE_04873	Pyruvate decarboxylase PdcA	PDC1	47	Nucleus/cytoplasm
**Heat shock proteins and chaperones**				
PDE_04315	Chaperonin GroEL; heat shock protein Hsp60	HSP60	72	Cytoplasm/mitochondrion
PDE_05280	Multifunctional chaperone (14-3-3 family)	BMH2	82	Nucleus/cytoplasm
PDE_09149	Molecular chaperone HtpG; heat shock protein 90	HSC82	83	Cytoplasm/mitochondrion/plasma membrane

*^∗^Subcellular localization information obtained from the Saccharomyces Genome Database (SGD) (https://www.yeastgenome.org).*

Among the 14 proteins, RNA Pol II subunit or general TF was not found, thereby suggesting that *Po*Dot1 does not directly interact with transcription machinery. An evidence that yDot1 directly interacts with transcription machinery in yeast was also absent. However, *Po*Swd2, one of the subunits of complex associated with Set1 (COMPASS), which contain at least eight subunits (i.e., Swd1, Swd2, Swd3, Bre2, Sdc1, Spp1, Sgh1, and Set1) (Miller et al., 2001), was found in TAP–MS results, thereby suggesting the interaction of *Po*Dot1 with COMPASS (Figure 8). Interestingly, among them, we observed cytoplasm- or mitochondrion-localized proteins, such as SAM synthetase and translation elongation factor EF-2 subunit (Table 1). This result was unexpected because of the lack of studies on the function of Dot1 in the cytoplasm thus far. However, considering previously observed dual subcellular localization of *Po*Dot1 in the cytoplasm and nucleus (Figures 1C,D), *Po*Dot1 may have some unexpected functions in the cytoplasm.

**FIGURE 8:**
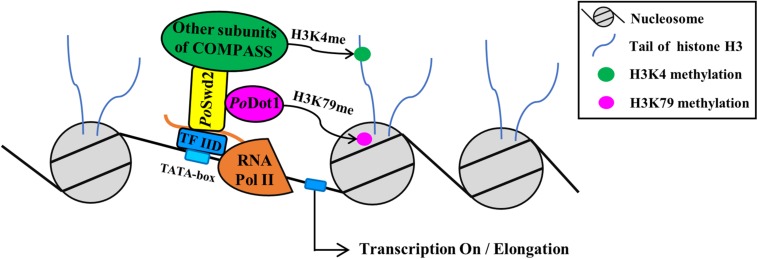
The schema of *Po*Dot1 indirectly interacting with transcription machinery via the mediation of COMPASS. As shown by TAP results, *Po*Dot1 has no direct interaction with transcription machinery. However, it interacts with *Po*Swd2, one of the subunits of COMPASS [contain subunits of Swd1, Swd2, Swd3, Bre2, Sdc1, Spp1, Sgh1, and Set1 (Miller et al., 2001)]. It is worth noting that the subunits of RNA Pol II and general TF TFIID can be captured when *Po*Swd2 is used as bait to identify protein–protein interaction (Li et al., 2019). Therefore, *Po*Dot1 indirectly interacts with transcription machinery, and this interaction was mediated by COMPASS.

## Discussion

In filamentous fungi, the production of GH is tightly regulated by the level of transcription. Transcription factors play an important role in the transcriptional regulation of GH-encoding genes (Li et al., 2015). In addition, more and more evidence indicates that chromatin regulation is involved in the activation or inhibition of GH gene transcription (Mello-de-Sousa et al., 2015, 2016; Cao et al., 2019; Li et al., 2019). In *T. reesei*, there is a change in nucleosome localization near the CAE (cbh2 activating element) motif upstream of the cellulase gene *cbh2*; mutation of the cellulase gene transcriptional regulator Cre1 makes increased accessibility of DNA in the core promoter region of cellulase gene *cbh1* (Mello-de-Sousa et al., 2015); in addition, multiple genes involved in chromatin remodeling and histone modification were found to be significantly upregulated in Cre1 mutants under cellulose-induced conditions (Hakkinen et al., 2014). These findings suggest that chromatin modifications are closely related to the transcriptional regulation of cellulase genes. Although the histone lysine methylation is an important part of histone modification that is widely associated with a range of key cellular processes (Kouzarides, 2002), its function in the regulation of cellulolytic enzyme genes is poorly elucidated. A putative methyltransferase Lae1 is a positive regulator of the transcription of cellulolytic genes in *T. reesei* (Seiboth et al., 2012), but its histone target and regulation mechanism are yet to be determined (Patananan et al., 2013). It remains to be clarified that whether (and how) various types of histone methylation modification are involved in the transcriptional regulation of cellulose-degrading fungi.

As histone modifiers, Dot1 and H3K79 have been previously reported to be associated with active transcription (Steger et al., 2008), but their involvement in transcription is not fully understood. We originally speculated that the extensive repression of extracellular GH-encoding genes caused by *Po*Dot1 deletion was mediated by some key TFs, such as positive regulators XlnR and ClrB and negative regulators CreA and AmyR. However, our results showed that gene transcription downregulation was not related to these TFs (Figure 7A). In contrast, we found H3K79 methylation is indispensable for the active transcription of GH-encoding genes. We observed that H3K79me2 in all six regions of the four gene loci, e.g., at and around the TSS (Regions 1–3) to CDS (Regions 4–6) regions, were impaired due to the absence of *Po*Dot1 (Figure 7C), thereby indicating that the repressed GH genes in Δ*Podot1* may be affected in the simultaneous process of transcriptional initiation and elongation. This result is slightly different from that in yeast, as yeast Dot1 and H3K79 methylations were mainly detectable at the coding regions of active genes (Shahbazian et al., 2005). As the inactivation of H3K79 methylation is always associated with specific chromatin structures and is important for heterochromatin formation and maintenance of the silencing regions of chromatin in yeast (Osborne et al., 2009; Takahashi et al., 2011), it was assumed that a decrease in H3K79 methylation level, specifically a remarkable reduction in H3K79me2 in Δ*Podot1*, resulted in changes in chromatin structure and affected transcription.

As shown by TAP results, *Po*Dot1 has no direct interaction with transcription machinery. However, it interacts with *Po*Swd2, one of the subunits of COMPASS. Yeast Dot1 was also reported to have a direct physical interaction with Swd2 using Affinity Capture-Western (Lee et al., 2007). It is worth noting that the subunits of RNA Pol II (i.e., Pol II subunits A, B, C, and E) and general TF TFIID can be captured when *Po*Swd2 is used as bait to identify protein–protein interaction (Li et al., 2019). Therefore, *Po*Dot1 indirectly interacts with transcription machinery, and this interaction was mediated by COMPASS (Figure 8). Interestingly, the methylation modification on H3K4 (specifically H3K4me2 and H3K4me3) by COMPASS subunit Set1 was recently verified as an essential active marker for GH synthesis (Li et al., 2019). However, a significant change on H3K4 methylation in Δ*Podot1* was not detected (data not shown), thereby indicating that the absence of *Po*Dot1 did not affect the function of COMPASS.

According to the expression profiling, the genes involved in septin complex were enriched down regulated in Δ*Podot1* when cultivated in the glucose medium. Filamentous ascomycetes, such as *A. nidulans* and *N. crassa*, form multinucleated hyphae that are compartmentalized by cross-walls and septa (Steinberg et al., 2017). During septa formation, septins, a conserved family of GTP-binding proteins, function as morphogenetic scaffolds that recruit and organize other proteins at sites of septum formation and polarized growth (Mouriño-Pérez and Riquelme, 2013). Septins AspA, AspB, and AspC in *A. nidulans* are localized as rings and collars at septa and branches, and are required for normal septation and organized development (Lindsey et al., 2010; Hernández-Rodríguez et al., 2012). In the *P. oxalicum*, the downregulation of septin-encoding genes resulted in impairment of septum formation in Δ*Podot1*. Although the functions of septum formation and mycelium compartmentalization are still up for debate, some researchers surmise that septation can launch polar growth by branching, forming one branch per compartment (Dynesen and Nielsen, 2003). For example, the disruption of AspB results in delayed and defective branching in *A. nidulans* (Hernández-Rodríguez et al., 2012). In the *P. oxalicum*, the downregulation of five septin-encoding genes also resulted in a decrease in the number of mycelial branches in Δ*Podot1*. The results indicated that *Po*Dot1 interfered with septum and branch formation by regulating the expression of septin-encoding genes, thereby affecting mycelial morphology.

In the majority of hyphae, *Po*Dot1 was observed to be predominantly localized in the nucleus (Figure 1C), which was expected, because Dot1 is a nuclear protein associated with chromosomes and is distributed throughout the chromatin (Ontoso et al., 2014). Meanwhile, in a minority of the hyphae, GFP signal is present in the nucleus and in the cytoplasm (Figure 1D). Among the enriched proteins interacting with *Po*Dot1, cytoplasm-localized proteins were observed (Table 1), which was somewhat unexpected, because the function of Dot1 in the cytoplasm has not been reported thus far.

In *S. cerevisiae*, more than 20 proteins reportedly have physical interaction with Dot1, and most of them are nuclear proteins (Altaf et al., 2007; Oh et al., 2010; Lee et al., 2018). However, some existing proteins that are primarily located in the cytoplasm, such as coronin (CRN1), protein involved in cytoplasm vesicular transport (IMH1) (Krogan et al., 2006), and palmitoylated plasma membrane-bound casein kinase I (YCK1) (Ptacek et al., 2005), have physical interaction with Dot1. In addition, some recently characterized lysine (K)-specific MTases (methyltransferases) (KMTs) belonging to the same seven-β-strand (7BS) MTases as DOT1 (Falnes et al., 2016) perform methylation in the cytoplasm, thereby methylating lysine in non-histone proteins (Demirci et al., 2008; Owings et al., 2016). Most 7BS KMTs identified in *S. cerevisiae*, such as elongation factor methyltransferase (Efm) 2 and 3, reportedly target translation elongation factors eEF2 (Davydova et al., 2014) and Efm4-7 and translation elongation factors eEF1A (Couttas et al., 2012; Jakobsson et al., 2015). It is worth noting that the translation elongation factor EF-2 subunit (PDE_08649) was observed in the TAP results of *Po*Dot1. Aside from its main roles in the nucleus, *Po*Dot1 may have functions similar to other 7BS KMTs, i.e., performing methylation in the cytoplasm. More detailed and in-depth studies should be conducted to fully understand *Po*Dot1 functions.

## Data Availability Statement

The datasets generated for this study can be found in the DDBJ/EMBL/GenBank under the accession number AGIH00000000, and NCBI’s Gene Expression Omnibus (GEO) database under the accession number GSE136585.

## Author Contributions

YQin conceived and designed the study. YL conducted the experiments. YH and KZ were involved in data acquisition. YP, YQu, and JZ were involved in data analysis. YQin and YL wrote the manuscript. All authors revised and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Indispensable Role of Histone Methyltransferase PoDot1 in Extracellular Glycoside Hydrolase Biosynthesis of Penicillium oxalicum
**Source:** Front Microbiol. 2019 Nov 7;10:2566. doi: 10.3389/fmicb.2019.02566
**Supplement:** TABLE S1 — Primers used in this study.

**Supplementary Table 1. Primers used in this study**

# Supplementary material for: The Indispensable Role of Histone Methyltransferase PoDot1 in Extracellular Glycoside Hydrolase Biosynthesis of Penicillium oxalicum
**Source:** Front Microbiol. 2019 Nov 7;10:2566. doi: 10.3389/fmicb.2019.02566
**Supplement:** TABLE S4 — List of downregulated genes (≥ 2-fold, FDR < 0.05) in ΔPodot1 compared with WT with significantly enriched GO terms (GO category: molecular function) when cultivated for 24 h on the condition of cellulose medium.

**Supplementary Table 4. List of downregulated genes (≥ 2-fold, FDR < 0.05) in Δ*Podot1* compared with WT with significantly enriched GO terms (GO category: molecular function) when cultivated for 24 h on the condition of cellulose medium.**

| **GO-ID** | **Term** | **Gene ID**  **(locus_tag)** | **Description of putative *P. oxalicum* ORF** |
| --- | --- | --- | --- |
| GO:0008810 | Cellulase activity | PDE_00507 | Endoglucanase EG-II |
| PDE_05633 | Endoglucanase-4 |
| PDE_06439 | Endoglucanase-1 |
| PDE_07928 | Endoglucanase-5 |
| PDE_07929 | Endoglucanase EG-1 |
| GO:0015926 | Glucosidase activity | PDE_01756 | Alpha-glucosidase |
| PDE_02004 | Endo-1,6-beta-D-glucanase |
| PDE_02583 | Probable arabinogalactan endo-1,4-beta-galact -osidase A |
| PDE_02736 | Probable beta-glucosidase A |
| PDE_04151 | Alpha-glucosidase |
| PDE_09417 | Glucoamylase |
| GO:0030248 | Cellulose binding | PDE_00507 | Endoglucanase EG-II |
| PDE_02102 | Expansin-B1 |
| PDE_07928 | Endoglucanase-5 |
| PDE_07929 | Endoglucanase EG-1 |
| PDE_07945 | Exoglucanase 1 |
| PDE_09278 | Acetylxylan esterase A |

How the deposited data were processed for this re-analysis (not part of the article)

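RNA-seq values of 12 libraries were analysed: *P. oxalicum* WT and Δ*Podot1*, each in glucose and in cellulose medium, with 3 biological replicates per group. Conditions were taken from the sample labels and the paper's methods, which differ in the hours of preculture (22 in the paper, 24 in the labels). They also differ in the library protocol, which the labels describe as tag profiling and the methods as BGISEQ-500 RNA-seq. The values carry a length and an FPKM for each gene, as RNA-seq gives.

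The authors deposited an estimated count of reads per gene, without normalization, in 1 table per library; 0.713% of the estimated counts were not whole. The authors also deposited FPKM values, which they normalized for gene length and for the number of mapped reads. The paper names HISAT for mapping to the genome and Bowtie2 for mapping to the predicted transcripts; the versions and the program that estimated the counts are not given in the sources used here. Genes without a read are not listed and were taken as 0; since only values above 0 are listed, no limit was set for a gene that is not listed. The column names are those that a program for estimating transcript counts writes, so the reads of near-identical genes may have been split between them, and genes of 1 family are uncertain to that extent. No reads were processed here.

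The estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest), with 1 mean per group over all 12 libraries. The design named limma on log2(FPKM + 1) and put edgeR in its place if the tables held counts, which they did. The comparisons were Δ*Podot1* against WT in glucose, the libraries labelled Δ*Podot1* against WT in cellulose, cellulose against glucose in WT, and the difference between these strain comparisons in the 2 media (the interaction). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with a change of at least 2-fold. The edgeR test gives no standard error. Those printed are the absolute log2 fold change divided by the square root of the F statistic, and they are rough for groups with few counts. Of 9909 genes listed in at least 1 library, 9088 were tested and 8804 were listed in all 12. Single genes also had a two-sided exact permutation test on FPKM, whose smallest p for 3 against 3 is 0.1. Intervals on ratios of counts are 95% exact intervals and cover counting error only.

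Alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(FPKM + 1) with pseudocounts of 0.1 and 10, other filters (none, mean FPKM of at least 10), other scalings (TPM, size factors), no trend of the spread with abundance, only the groups compared, the replicate number as a block, a ratio of mean FPKM, the adjusted p alone, each library left out in turn, and the paper's thresholds. The paper's divergence probability was recomputed from replicate pairs after replacing 0 by 0.01 FPKM. A scaling by library size only and a filter at a mean of 1 FPKM, both under edgeR, were added after the data had been seen. In limma fits a fold change is on the log2(FPKM + pseudocount) scale, which understates the change of low genes.

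The genes named in the text are *Podot1*, the septin genes, the 10 glycoside hydrolase genes of Fig. 5B, the genes of Table S4, and in each strain comparison the 3 genes with the largest increase and the 3 with the largest decrease among those called whose libraries do not overlap. The values of Tables S2 and S3 had been seen when this rule was written. These tables were used only in part, 782 genes of Table S2 and 773 of Table S3, and no overlap or enrichment was tested on them. The gene table of the reference used here belongs to another strain and does not share the locus tags, so gene families, GO terms and positions in the genome were not analysed here, nor were the genes measured by RT-qPCR.

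The total count per library was 4607760 to 7081691, with a median of 6535751.5. The procedure was tested on simulated data with 200 genes changed 4-fold: edgeR recovered 59% of them in the glucose comparison (9024 genes), with 3.28% of its calls on unchanged genes, and 64% in the cellulose comparison (9027 genes), with 6.57%. DESeq2 recovered 84% and 78.5%, with 14.3% and 17.8% of its calls on unchanged genes. The changed genes were drawn only from genes above a minimum mean count in the groups compared, so the shares recovered do not cover genes with few reads.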

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

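All the tests of explanations given in this part had their expected outcomes written down only after the results were seen, so they can exclude an explanation but cannot establish one.

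Reads of the deleted gene were present in libraries that the paper reports as deletion strain, which the paper does not describe. *Podot1* was at 33.37 FPKM in the library labelled Δ*Podot1* replicate 1 in cellulose and at 58.38 FPKM in replicate 2, against no listed value in replicate 3 and at most 0.19 FPKM in glucose. Several explanations are argued against by the tables. A swap with a WT library would leave a library labelled WT without the transcript, and the lowest WT library had 25.83 FPKM. A swap with a library labelled Δ*Podot1* in glucose would need 1 of those to carry the transcript, and the highest had 0.19 FPKM. A remnant of the locus or a similar gene would be read in the other 4 libraries labelled Δ*Podot1* too, where the highest value was also 0.19 FPKM. A WT culture like those sequenced would lie at the WT libraries over the 802 genes other than *Podot1* called in glucose; on a scale from WT (0) to Δ*Podot1* (1), measured from WT in cellulose, replicate 1 lay at 0.443 and replicate 2 at 0.639, while the WT cellulose libraries lay between -0.0552 and 0.0621 and replicate 3, which has no listed *Podot1* value, at 0.492. WT cells mixed into replicate 1 would have to make up all of it, since *Podot1* stood at 107% of the WT mean, yet the 100 most abundant WT genes had a median ratio to WT of 0.509, against 0.93 to 0.993 for single WT libraries. WT cells mixed into replicate 2 cannot raise the transcript above WT, and it was at 58.38 FPKM. A culture of another strain that carries *Podot1*, such as the recovery or the overexpression strain the paper describes, stays open and cannot be told apart from other causes: replicate 2 had 202% of the WT mean in glucose, and no library of such a strain was analysed here. No biological explanation was tested, since the deletion itself leaves none for reads of the deleted gene.

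The effect of the label differed between the media in 153 genes (edgeR's quasi-likelihood test of the interaction), 54 with a higher and 99 with a lower effect in cellulose. Over 100 drawn splits of the strain labels within each medium, 5 gave as many genes, the real one included. The highest of the others gave 631. Such splits break up the strain effect itself, and where labels are reversed in 1 medium a shared strain effect enters the interaction. Their counts are therefore no chance level for a difference between the media, and chance cannot be excluded for the number of 153. It was 26 without WT replicate 2 in glucose, 29 without WT replicate 3 in glucose, 526 without WT replicate 1 in glucose, 45, 40 and 80 without Δ*Podot1* replicate 1, 2 or 3 in glucose, 50 and 69 without WT replicate 2 or 3 in cellulose, and 739 and 369 without the library labelled Δ*Podot1* replicate 2 or 3 in cellulose. Without WT replicate 1 in cellulose it was 102. A difference in depth between the groups was not tested for these genes, a strain effect that depends on the medium stays open as untested, and the mixed *Podot1* level of the libraries labelled Δ*Podot1* in cellulose bears on every one of these genes.

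Of the genes named in the text, 7 were called for this difference, and each is listed for that reason. The difference of the log2 fold changes, cellulose minus glucose, was -4.94 for *amy15A* (PDE_09417, adjusted p = 0.0479), -4.21 for PDE_06439 (adjusted p = 0.0124) and -3.66 for PDE_02004 (adjusted p = 0.0317), all from edgeR. It was -7.24 for PDE_06415 (adjusted p = 0.046), -5.52 for PDE_08908 (adjusted p = 0.0178), 4.75 for PDE_03319 (adjusted p = 0.026) and -8.34 for PDE_07655 (adjusted p = 0.0491), again from edgeR. All 7 were chosen for a change within 1 medium, the first 3 by the study in cellulose (Table S4) and the last 4 as the largest changes here, which favours a difference between the media. The fitted differences of PDE_06415 and PDE_08908, with 7 and 2 counts in WT in glucose, depend on the prior count. With 1 library left out, PDE_06439 lost the threshold without WT replicate 2 in glucose (adjusted p = 0.0713). PDE_08908 lost it without WT replicate 2 (0.0716) or 3 (0.0668) and without Δ*Podot1* replicate 1 (0.0551) or 2 (0.0519) in glucose. PDE_03319 lost it without WT replicate 2 (0.0778) or 3 (0.0766) and Δ*Podot1* replicate 1 (0.0867), 2 (0.0961) or 3 (0.0599) in glucose, and without WT replicate 1 in cellulose (0.0567). PDE_02004 lost it without WT replicate 2 (0.109) or 3 (0.101) and Δ*Podot1* replicate 1 (0.104), 2 (0.0853) or 3 (0.0505) in glucose, and without WT replicate 1 (0.0558) or 2 (0.0801) in cellulose. The other 3 genes lost it without most libraries. *amy15A* kept it without WT replicate 1 in glucose (0.0384) and without the libraries labelled Δ*Podot1* replicate 2 (0.00206) or 3 (0.0226) in cellulose, and its adjusted p was 0.0656 to 0.181 without any 1 of the others. PDE_06415 kept it without the libraries labelled Δ*Podot1* replicate 2 (0.00389) or 3 (0.0307) in cellulose, with 0.0502 to 0.14 otherwise, and PDE_07655 kept it without WT replicate 3 (0.00102) or the library labelled Δ*Podot1* replicate 2 (0.0308) in cellulose, with 0.0544 to 0.17 otherwise. Over all 28 alternatives the adjusted p ran from 1.82e-06 to 0.0713 for PDE_06439, from 4.99e-06 to 0.181 for *amy15A*, from 0.000157 to 0.109 for PDE_02004, from 4.76e-05 to 0.14 for PDE_06415, from 0.000121 to 0.162 for PDE_08908, from 1.1e-05 to 0.0961 for PDE_03319 and from 7.34e-06 to 0.199 for PDE_07655. PDE_07655 was at 1358, 4700 and 9.53 FPKM in the WT cellulose libraries. Reads shared between similar genes were not tested for these 7 genes, and the cause was not tested.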

How the results depend on the processing

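The alternatives were chosen before the data were examined, except edgeR with library size only and edgeR with a filter at a mean of 1 FPKM, which were chosen after seeing the data and moved no count of calls by over 1.5 times. The correlation within each group stayed within its spread under all its alternatives.

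In glucose medium, 439 genes were called higher and 364 lower. DESeq2 called 1212 genes in all, limma with a pseudocount of 10 called 428 and the fit on the groups compared called 1517. DESeq2 called 679 higher, limma with a pseudocount of 10 called 267 higher and 161 lower, limma with a mean of at least 10 FPKM called 233 lower (fewer genes are tested there), and the fit on the groups compared called 905 and 612. With 1 library left out, 131 to 793 genes were called higher and 129 to 604 lower. The number higher was lowest without WT replicate 2 in glucose, and the number lower was lowest without Δ*Podot1* replicate 2 in glucose; both were highest without the library labelled Δ*Podot1* replicate 2 in cellulose (793 and 604). *Podot1* in glucose kept its direction, at -7.59 to -8.99 over the leave-one-out fits, and lost the threshold without Δ*Podot1* replicate 1 (-7.585) or 2 (-8.107). The number of septin genes called, 3, fell to 0 without WT replicate 2 or 3 or Δ*Podot1* replicate 1 or 2 in glucose and was at most 4.

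In cellulose medium, 1304 genes were called higher and 986 lower. In all, 1285 were called by limma with a pseudocount of 10, 537 in the fit on the groups compared, where 35.8% were higher, and 786 at the paper's thresholds. Limma with a pseudocount of 10 called 594 higher, the fit on the groups compared called 192 and 345, and the paper's thresholds gave 447 and 339. With 1 library left out, 543 to 1539 genes were called higher and 607 to 1101 lower, lowest without WT replicate 2 in cellulose in both cases; without WT replicate 3 they were 593 and 652. The *Podot1* difference in cellulose, -0.1477, changed sign to 0.00144 without WT replicate 1 and to 0.4361 without the library labelled Δ*Podot1* replicate 3; the leave-one-out fits ran from -0.9665 to 0.4361. Of the 10 glycoside hydrolase genes, 3 were called; DESeq2 and all 8 limma settings called 5, the fit on the groups compared 0, the paper's thresholds 6, and the leave-one-out fits between 2 and 5. Of these genes, *cel6A* (PDE_07124) changed sign to 0.06723 and *cel5B* (PDE_09226) to 0.0439 without the library labelled Δ*Podot1* replicate 2, and *xyn10A* (PDE_08094) to 0.2454 without that library and to 0.4899 without WT replicate 3. Their lowest leave-one-out values, all without the library labelled Δ*Podot1* replicate 3, were -1.933, -1.429 and -1.072. Of the Table S4 genes 8 were called, with 13 under limma with a pseudocount of 10, 3 in the fit on the groups compared and 14 at the paper's thresholds. Of the Fig. 5A genes 23 were called lower, and 10 in the fit on the groups compared. The cause was not tested.

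The medium changed 3192 genes in WT, 2076 under limma with a pseudocount of 10 and 1952 at the paper's thresholds. Scaling by library size only moved the median log2 change of all genes in this comparison from 0.0545 to 0.21, a shift of 0.155. The interaction gave 153 genes, 830 under DESeq2 and 26 to 739 with 1 library left out. Under limma with size factors 24% of the interaction genes were higher, against 35.3%; the balance turned to 53.5% higher under DESeq2 and to 59.1% without the library labelled Δ*Podot1* replicate 3 in cellulose. The lowest shares with 1 library left out were 17.5% without Δ*Podot1* replicate 3 in glucose, 22.2% and 22.5% without Δ*Podot1* replicate 1 or 2 in glucose, and 22% and 23.2% without WT replicate 2 or 3 in cellulose. The correlation across genes between the log2 fold changes of the libraries labelled Δ*Podot1* in the 2 media was 0.4494, and 0.3492 to 0.4891 with 1 library left out. The median change of the genes induced by cellulose was -0.8251; it was -1.057 under limma with a mean of at least 10 FPKM, -1.099 under limma with size factors, -1.126 for the genes that pass the paper's thresholds, and -1.157 to -0.4775 with 1 library left out, below 0 each time.

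The groups share replicate numbers. The correlation of the deviations of same-numbered libraries from their group means was over 0.1 in 2 of 18 pairs, with a range from -0.138 to 0.166, so the numbers do not pair the libraries. With the replicate number as a block, 342 genes were higher and 277 lower in glucose, 960 and 920 in cellulose, 3064 changed with the medium, and the interaction gave 79. With the block PDE_06826 in glucose (adjusted p = 0.073) and *cel61A* (PDE_05633) in cellulose (adjusted p = 0.0638) were not called, and no other call of a single named gene within 1 medium changed.

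Among the log2 fold changes of single named genes other than *Podot1*, 62 of the values under alternatives lost the threshold, 36 gained it and 4 changed sign. The paper's thresholds and the fit on the groups compared were not run for the interaction, and gene families and positions in the genome were not run. Depth limits genes with few reads: with 3 counts in WT the 95% exact counting interval of the ratio ran from 124 to 1760 for PDE_01465 in cellulose, and with 1 count in Δ*Podot1* from 0.00267 to 0.882 for PDE_09236 in glucose.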

Differences from the paper's values

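In cellulose medium the paper reports 787 changed genes, and edgeR called 2290. Of the alternatives set before the data were examined, the fit on only the groups compared (537), the paper's thresholds recomputed from FPKM (786) and the fit without WT replicate 2 in cellulose (1150) lie within 1.5 times the paper's value, and the others differ by more. The paper's number of genes higher is 448, and edgeR called 1304; limma with a pseudocount of 10 (594), the paper's thresholds (447), and the fits without WT replicate 2 (543) or 3 (593) in cellulose lie within 1.5 times it, and the others set before the data were examined differ by more. The paper's number of genes lower is 339, and edgeR called 986; the fit on only the groups compared (345) and the paper's thresholds (339) lie within 1.5 times it, and the others differ by more. The paper's methods state those thresholds. The 2 alternatives added after seeing the data also differ by more in each case.

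The paper counts the top 10 glycoside hydrolase genes as downregulated in the deletion strain. The percentages of the WT mean do not differ from the paper's. All 10 were lower by direction and 3 were called by edgeR, *amy15A*, *amy13A* and *cel61A*. DESeq2 and the 8 limma settings called 5. *cel7B* (PDE_07929) was among the genes called by DESeq2 (adjusted p = 0.0366), by limma (0.0282 to 0.0363) and without the library labelled Δ*Podot1* replicate 2 (0.021) or 3 (0.0172) in cellulose. *cel3A* (PDE_02736) was called by DESeq2 (0.0165), by limma (0.0246 to 0.0381), without the library labelled Δ*Podot1* replicate 2 (0.0334) or 3 (0.0406) in cellulose, and with a scaling by library size only, which was chosen after seeing the values (0.048). Over all alternatives the adjusted p ran from 0.0172 to 0.256 for *cel7B* and from 0.0165 to 0.17 for *cel3A*. The paper's thresholds passed 6 of the 10 genes. All 14 genes of Table S4 were lower, 8 were called by edgeR and 14 passed the paper's thresholds. Of those not called by edgeR, *cel7A* was past no other threshold than the paper's. PDE_00507 was called by limma with a pseudocount of 10 (adjusted p = 0.0494) and without the library labelled Δ*Podot1* replicate 3 in cellulose (0.0226), over a range of 0.0226 to 0.323. PDE_07928 was called by limma with a pseudocount of 10 (0.0486) and without the library labelled Δ*Podot1* replicate 2 (0.0153), over a range of 0.0153 to 0.313. PDE_02102 was called by DESeq2 (0.0443), by limma on log2(FPKM + 1) (0.0485), with a pseudocount of 10 (0.0344), with a mean of at least 10 FPKM (0.0473) and with size factors (0.0484), and without the library labelled Δ*Podot1* replicate 2 (0.0106), over a range of 0.0106 to 0.243. Of the 37 genes of Fig. 5A analysed here, edgeR called 23 lower, and 28 were lower and 9 higher at the paper's thresholds. The paper reports the septin genes as downregulated in glucose medium; the 4 analysed here were lower, and *aspB* (PDE_09187) was called by DESeq2 (adjusted p = 0.0178), by the fit on only the groups compared (adjusted p = 0.00586) and without the library labelled Δ*Podot1* replicate 2 in cellulose (adjusted p = 0.00616), though not by edgeR over all libraries (adjusted p = 0.0714; range over its 30 alternatives 0.00586 to 0.235).

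The paper states that the sample analyses showed the libraries ready for omics use. Replicate 2 labelled Δ*Podot1* in cellulose had a mean correlation of 0.651 with its own group and 0.904 with Δ*Podot1* in glucose, while the other 3 groups had mean correlations of 0.938 to 0.968.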

Other observations

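All the tests of explanations in this part had their expected outcomes written down only after the results were seen.

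The counts of changed genes were set against other splits of the same 6 libraries into 3 and 3. For the strain in glucose, 1 of 10 splits gave as many genes as the real one, which is the real one itself, and the highest of the others gave 0. For the strain label in cellulose it was 1 of 10, with 24 genes at most in another split, and for the medium in WT 1 of 10, with 0. With 10 splits the share can never be under 0.1, so chance cannot be excluded by this count.

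Genes that cellulose induces in WT were lower in the libraries labelled Δ*Podot1* in cellulose. Over the 1746 genes the median log2 fold change was -0.825, 1334 (76.4%) were lower by direction, 542 were called lower and 33 higher. The comparisons share the WT cellulose libraries, which gives a relation by chance. In 100 simulated data sets with an unchanged strain the lowest median was -0.139. The simulation drew each gene independently and left out shifts that the genes of a library share. Its range is therefore too narrow to exclude sharing as the source of the relation. Across genes the 2 effects had a Pearson r of -0.534, against -0.172 to -0.108 in the simulated sets. Without the library labelled Δ*Podot1* replicate 2 the median was -0.4775, so that library alone does not make the median negative. No simulated median is given for the fit without it. The relation was not limited to induced genes. Genes lower in cellulose than in glucose in WT had a median log2 fold change of 1.245 with that library included. No simulated median is given for these genes. A weaker response of the strain to cellulose may remain as a hypothesis, but the *Podot1* reads in replicates 1 and 2 leave open which strain these libraries hold.

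The library labelled Δ*Podot1* replicate 2 in cellulose lay near the glucose libraries. On a scale over the 3192 genes that the medium changed in WT, from WT in glucose (0) to WT in cellulose (1), it lay at 0.208, and replicates 1 and 3 at 0.813 and 0.735. A swap with a library labelled glucose would leave 1 of those at the cellulose end, and the highest of the 6 lay at 0.0704. A culture that had not been induced by cellulose is a candidate explanation for the position of 0.208, and it stays open because no other library of such a culture was analysed here. An effect common to the 3 libraries labelled Δ*Podot1* in cellulose would place replicate 2 near the other 2.

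The libraries labelled Δ*Podot1* replicates 1 and 2 in cellulose shared 47 genes with at least 5 counts in both and at most 2 in each of the other 10 libraries; the highest number for the other 65 pairs of libraries was 1. They also listed 9774 and 9766 genes, against 9322 to 9556 in the other 10. Higher depth is argued against, since the pair with the largest total counts gave 0 such genes. Genomic DNA spread evenly over the genes would follow gene length. Over 285 genes nearly absent from the other libraries the lower chi-square per gene of both libraries was 13.3 against counts in proportion to length. This chi-square covers counting error only and has no reference value here. In replicates 1 and 2, 84 and 89 of the 285 genes had no read, where 30 and 32.1 were expected. That excess goes against evenly spread DNA as far as counting error goes. These genes had few reads, with mean counts of 4.79 and 4.58, so genomic DNA stays open. RNA of another strain or organism was not tested, and the design gives no biological explanation to test.

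The log2 fold changes between the libraries labelled Δ*Podot1* and WT in the 2 media had a Pearson r of 0.449 and a Spearman rho of 0.431 across genes, which are not independent replicates; the comparisons share no library. Of the genes called, 366 were called in both media, 346 of them in the same direction. If the calls were independent across genes, 202 would be called in both. The 2 comparisons use the same estimate of the spread for each gene, which favours calls in both, so the excess over 202 has no exact reference. In cellulose medium the septin genes *aspA*, *aspB*, *aspC* and PDE_06826 had log2 fold changes of -0.84, -0.72, -1.03 and -0.42 in the libraries labelled Δ*Podot1*; the difference from glucose was not past the threshold for any of them (adjusted p from 0.3 to 0.721, edgeR).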
